# Gut-derived short-chain fatty acids modulate skin barrier integrity by promoting keratinocyte metabolism and differentiation

**DOI:** 10.1038/s41385-022-00524-9

**Published:** 2022-06-07

**Authors:** Aurélien Trompette, Julie Pernot, Olaf Perdijk, Rayed Ali A. Alqahtani, Jaime Santo Domingo, Dolores Camacho-Muñoz, Nicholas C. Wong, Alexandra C. Kendall, Andreas Wiederkehr, Laurent P. Nicod, Anna Nicolaou, Christophe von Garnier, Niki D. J. Ubags, Benjamin J. Marsland

## Abstract

Barrier integrity is central to the maintenance of healthy immunological homeostasis. Impaired skin barrier function is linked with enhanced allergen sensitization and the development of diseases such as atopic dermatitis (AD), which can precede the development of other allergic disorders, for example, food allergies and asthma. Epidemiological evidence indicates that children suffering from allergies have lower levels of dietary fibre-derived short-chain fatty acids (SCFA). Using an experimental model of AD-like skin inflammation, we report that a fermentable fibre-rich diet alleviates systemic allergen sensitization and disease severity. The gut-skin axis underpins this phenomenon through SCFA production, particularly butyrate, which strengthens skin barrier function by altering mitochondrial metabolism of epidermal keratinocytes and the production of key structural components. Our results demonstrate that dietary fibre and SCFA improve epidermal barrier integrity, ultimately limiting early allergen sensitization and disease development.

The Graphical Abstract was designed using Servier Medical Art images (https://smart.servier.com).
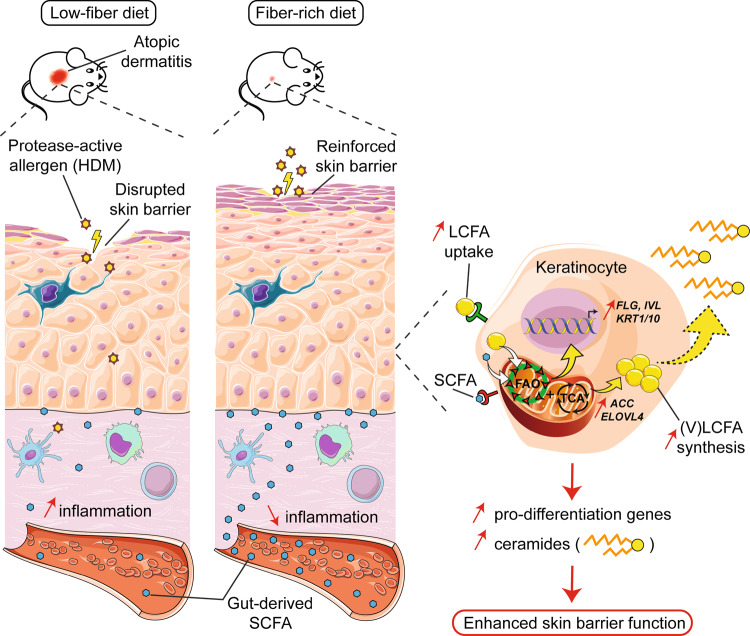

## Introduction

Over the past decades, the incidence of chronic inflammatory disorders such as autoimmune and type 2 allergic diseases has increased worldwide^1–4^. Allergic disorders alone affect nearly one-third of the global population, representing a substantial social and economic burden^5,6^. A growing body of evidence indicates that this rapid and relatively recent onset of allergic epidemics is the consequence of environmental and behavioral changes collectively known as the “westernized lifestyle”^7,8^. More recently, it was hypothesized that such a lifestyle could cause epithelial barrier dysfunction, an event leading to enhanced ingress of allergens at mucosal surfaces, systemic allergen sensitization, and ultimately the development of allergic diseases^9,10^.

Atopic dermatitis (AD), a chronic and relapsing inflammatory skin disorder, manifests in the first years of life and affects ~20% of children worldwide^11^. Data from epidemiological studies suggest that allergic disorders develop in a timely and orderly manner, from AD and food allergy in infants to allergic rhinitis and asthma later in life^12–14^, a phenomenon referred to as the “atopic march”^15,16^.

Skin, and more specifically its outermost layer, the epidermis, represents a first physical barrier preventing penetration of environmental factors such as pollutants, allergens, and microbes into the body. The epidermis is a stratified structure predominantly composed of keratinocytes^17^. Once committed to epidermal differentiation, undifferentiated basal keratinocytes migrate upwards and start producing structural proteins (primarily Keratins 1 and 10, involucrin, loricrin, and filaggrin) and lipids (mainly ceramides, glucosylceramides and cholesterol sulfate), necessary for the establishment of the *stratum corneum*^18^. Mostly composed of cross-linked, terminally differentiated cornified keratinocytes (the “cornified envelope” or CE) embedded in a mixture of intercellular lipids (ceramides, cholesterol, and free fatty acids), this uppermost layer of the epidermis is the cornerstone of skin barrier function^19^. Alteration in the formation of the cornified envelope caused by genetic mutations (e.g., filaggrin), lipid profiles, immune dysregulation, or environmental factors (e.g., protease-active allergens and pathogens) can result in skin barrier dysfunction and AD onset^20–23^.

Short-chain fatty acids (SCFA) are well-described metabolites derived from the fermentation of dietary fibre by colonic bacteria^24^. Dietary fibre and SCFA have been shown to modulate immune responses in a variety of inflammatory settings both locally in the gut and distally in organs such as the lung^25–27^ and skin^28,29^. SCFA can elicit their immunomodulatory capacity by acting as histone deacetylase (HDAC) inhibitors, binding to specific receptors (principally FFAR2 and FFAR3), or influencing cellular metabolism^25–27,30–35^. Their impact upon non-immune cells, on the other hand, is less well understood, with most research focusing on local effects in the gastrointestinal tract^36–40^. Of note, recent lines of evidence indicate that children and infants suffering from AD^41,42^, or prone to develop allergic sensitization later in childhood^43^, exhibit a gut microbiota characterized by a reduced capacity to produce SCFA, particularly butyrate. These findings support the hypothesis that a low fibre intake, characteristic of a westernized lifestyle, might underlie skin barrier dysfunction and a subsequent propensity for early allergen sensitization.

To test this hypothesis, we developed an experimental model whereby skin barrier impairment was triggered by exposing dorsal murine skin to ubiquitous house dust mite (HDM) allergens, which possess protease activity. Our model led to barrier disruption, percutaneous allergen sensitization, and ultimately onset of AD-like skin inflammation (ADLSI). We found that mice fed a high-fibre diet or administered SCFA orally (especially butyrate) had reduced allergen-induced skin barrier breach, less allergen ingress and sensitization, and hence diminished ADLSI. This protective effect was due to accelerated epidermal keratinocyte differentiation, characterized by enhanced production of key structural proteins and lipids, ultimately leading to strengthening of the *stratum corneum* following repeated allergen exposure. Butyrate promoted skin barrier function by directly shaping keratinocyte metabolism and eliciting a mitochondria-dependent differentiation program. Together, our results demonstrate that dietary fibre consumption and SCFA are pivotal factors that can help maintain skin barrier integrity and limit allergen sensitization, a finding of significant importance in the context of the atopic march.

## Results

### Dietary fibre and SCFA protect against allergen-induced ADLSI and systemic allergen sensitization

Weanling mice were fed a low-fibre diet (less than 0.3% crude fibre) supplemented with either poorly-fermentable cellulose (control diet; CD) or inulin, a readily fermentable fibre with butyrogenic properties^26^ (high-fibre diet; HFD). To investigate the influence of HFD on skin barrier integrity and subsequent susceptibility to develop allergic disease, mice were repeatedly exposed to house dust mite (HDM) allergens on dorsal skin via an occlusive patch resulting in barrier disruption, allergen ingress and sensitization, and ultimately onset of ADLSI (Fig. 1a). Mice fed HFD exhibited less disease severity as compared to those on control diet (Figs. 1b and S1A) and improved barrier integrity as determined by measurement of trans-epidermal water loss (TEWL) (Fig. 1c). In comparison to skin from CD-fed mice, animals on HFD exhibited both decreased epidermal thickening and immune cell infiltration, as shown by analysis of hematoxylin and eosin (H&E)-stained lesional skin sections (Fig. 1d). Of note, previous data from our laboratory using this model demonstrated that without addition of HDM allergens, occlusion with a saline control patch does not lead to overt skin inflammation, or skin barrier dysfunction^44^. To address whether SCFA could replicate the beneficial effects of HFD, mice on low-fibre diet were given water (CTL) or SCFA orally (Fig. 1e). In line with the findings from Song et al. and Ta et al. reporting reduced SCFA levels in AD patients^41,42^, SCFA supplementation to low-fiber-diet fed mice alleviated ADLSI in a manner similar to that conferred by HFD, especially butyrate (Fig. 1f, g). Specifically, disease severity (Fig. 1f and S1B), TEWL (Fig. 1g), immune cell infiltration, and epidermal thickness (Fig. 1h) were all markedly improved in butyrate-treated animals. Quantification of circulating HDM-specific IgE revealed that butyrate supplementation mitigated systemic allergen sensitization (Fig. 1i). Of note, using ^13^C-labelled butyrate we could demonstrate that orally-delivered butyrate reaches the highly vascularized skin compartment within 45 min (Fig. S1C).

**Fig. 1:**
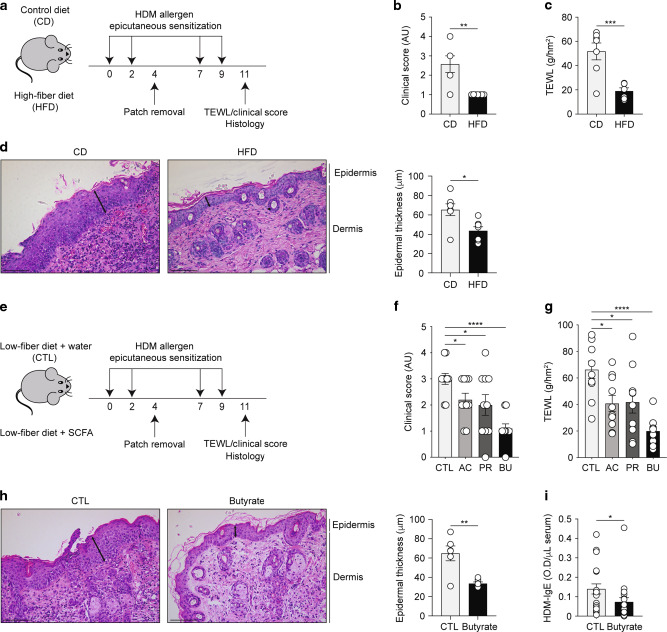
Dietary fibre and SCFA protect against allergen-induced ADLSI and systemic allergen sensitization. **a** Experimental model of skin barrier dysfunction and atopic dermatitis-like skin inflammation (ADLSI) using epicutaneous house dust mite (HDM) allergen sensitization (four times 15 μg HDM over 2 weeks) in control (cellulose; CD) or high-fibre diet (inulin; HFD) fed mice. **b** Disease severity assessment and **c** measurement of dorsal trans-epidermal water loss (TEWL) in CD or HFD-fed mice after 2 weeks of allergen sensitization. AU, arbitrary units. **d** Representative hematoxylin and eosin (H&E)-stained skin tissue from CD or HFD-fed mice after allergen exposure and quantification of epidermal thickness (distance from basal to upper granular layer, randomly measured 3 times per picture, 7–8 pictures per sample). Arrows represent representative sites for thickness measurement. Scale bars, 100 μm. **e** Experimental model of epicutaneous allergen sensitization in water control (CTL) or SCFA-treated mice. **f** Assessment of disease severity and **g** measurement of TEWL in CTL or SCFA-supplemented mice after allergen exposure. AC: Acetate, PR: Propionate, BU: Butyrate. **h** Representative H&E-stained skin tissue from CTL or butyrate-treated mice after allergen sensitization and quantification of epidermal thickness. Scale bars, 100 μm. **i** Levels of circulating HDM-specific IgE antibodies in serum at the end of the 2 weeks HDM epicutaneous sensitization model, as determined by ELISA. OD, optical density. Results are representative of data generated in three independent experiments in **b**–**d**, from at least three independent experiments in **h**, pooled from two (**f**, **g**) or four (**i**) independent experiments. All results are expressed as mean ± SEM (*n* = 7 per group in **b**–**d**; *n* = 10 per group in **f**, **g;** *n* = 6 per group in **h**; and *n* = 22 CTL and *n* = 20 butyrate in **i**). Statistical significance was determined with Student’s *t*-test (unpaired, two-tailed) in **b**–**d** and **f**–**h**, or Mann–Whitney test in **i**. *P = 0.05, **P = 0.01, ***P = 0.001, and ****P = 0.0001. See also Fig. S1.

### Butyrate alters the skin transcriptome following allergen exposure

To gain mechanistic insights into the protective effects of butyrate, we performed an exploratory transcriptomics analysis of lesional skin from CTL and butyrate-treated mice. 

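RNA sequencing of dorsal skin of 8 female BALB/c mice was analysed, with 1 library per mouse and 2 mice in each of 4 groups. The paper states 2 mice per group for its volcano plot and heatmap of lesional skin, as here. The design text of the series counts 16 samples, and what the others are is not known. Butyrate was given as 400 mM sodium butyrate in the drinking water from 2 weeks before allergen exposure, and CTL mice drank water without it. Lesional skin had received 15 µg of house dust mite extract (HDM) in each of 4 epicutaneous exposures over 2 weeks in mice that were 6 to 8 weeks old at the start, and baseline skin had received none. The authors aligned the reads with STAR to GRCm38, counted them per gene with featureCounts and deposited the counts of protein-coding genes without normalization. Total counts per library were 18004136 and 21085544 in lesional CTL skin (replicates 4 and 5) and 20228692 and 21064109 in lesional butyrate skin (replicates 3 and 4). In baseline skin they were 19072922 and 19010273 for CTL (replicates 1 and 2) and 18700064 and 20544126 for butyrate (replicates 1 and 3). A floor of 3 counts corresponded to about 0.160 CPM in lesional CTL skin, so changes of genes near that level were not measurable at this depth.
The counts were scaled by edgeR's TMM factors, which lay between 0.944 and 1.04, and 15163 of the 22740 listed genes passed edgeR's filter on low counts. One quasi-likelihood model with a mean for each group was fitted to all 8 mice, so that the 4 groups shared 1 estimate of the spread with 4 residual degrees of freedom. The common biological coefficient of variation was 0.276. Genes were called at the thresholds of the paper, an FDR (Benjamini-Hochberg) below 0.1 and a fold-change above 2.
The replicate pairs differed in spread. Among genes with at least 1 CPM on average, the 2 lesional CTL mice lay more than 2-fold apart in 200 genes, the 2 lesional butyrate mice in 679 and the 2 baseline CTL mice in 266. The 2 baseline butyrate mice lay more than 2-fold apart in 3751 genes. The median chi-square between the counts of 2 replicates was 1.68 per gene in lesional CTL, 5.43 in lesional butyrate, 1.94 in baseline CTL and 30.5 in baseline butyrate skin. Reads drawn from 1 library for both replicates would give about 0.455, and the 2 mice of each pair were counted as separate samples. With 2 mice against 2, an exact permutation test of a single gene cannot give a p below 0.333, and the comparisons between genes rest on the fitted model. Which of these mice entered the fit of the paper is not named in its text.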

Differential gene expression analysis using Voom/Limma method showed a total of 195 genes that were differentially expressed (false detection rate (FDR) < 0.1, fold-change (FC) > 2) in skin from butyrate-treated mice compared to that of controls (Fig. 2a). 

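In the fit of all 8 mice by edgeR's quasi-likelihood test, 0 of 15163 genes passed an FDR below 0.1 with a fold-change above 2 between lesional skin of butyrate-treated and CTL mice, and 734 genes had an unadjusted p below 0.05. The smallest FDR was 0.289, for Cxcl5 on chromosome 5 from 90759360 to 90761624 (ENSMUSG00000029371), whose level fell from 64.8 ± 3.74 CPM (SD, n = 2) in CTL to 5.32 ± 0.237 CPM (SD, n = 2) in butyrate-treated mice. Its log2 fold change was -3.60 (standard error 0.31). Standard errors were derived from the F statistic of this test, which uses the spread over all 8 mice and not that of the 4 lesional mice alone. limma-voom, the method of the paper, called 1 gene over the same 8 mice, which was Cxcl5. With only the 4 lesional mice, edgeR called 25 genes, 3 of them higher with butyrate, and limma-voom called 14 genes, 2 of them higher. DESeq2 called 124 genes over all 8 mice, of which 23 were higher.
The count depended on the baseline butyrate mice in the fit. With baseline butyrate replicate 3 left out, edgeR called 187 genes (51 higher, 136 lower) and limma-voom called 216, and with baseline butyrate replicate 1 left out they called 191 and 189. With either baseline CTL mouse left out, both called 0 genes, with 485 to 540 genes at an unadjusted p below 0.05. The settings that moved the count most were fits by edgeR's likelihood ratio test without baseline butyrate replicate 3, which called up to 569 genes. In simulated counts with the spread of these 8 mice and 200 changed genes at a log2 fold change of 2, edgeR's quasi-likelihood test recovered 73% of the changed genes with 23 wrong calls, limma-voom 69.5% with 16, and DESeq2 82% with 91. With a dispersion of 0.02 they recovered 96.5%, 98% and 96%, with 2, 4 and 0 wrong calls. Each simulated gene had the same dispersion in all groups, while the replicate pairs of these mice differed in spread. These rates therefore do not carry over to the lesional comparison.
The groups of 44.9% of genes (6802 of 15163) did not overlap between lesional butyrate and lesional CTL mice, where 33.3% is given by chance. From the genes that it called in this comparison, the paper went on to a gene ontology analysis and states that pathways of immunity and barrier function were enriched in skin of butyrate-treated mice.

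**Figure D1:**
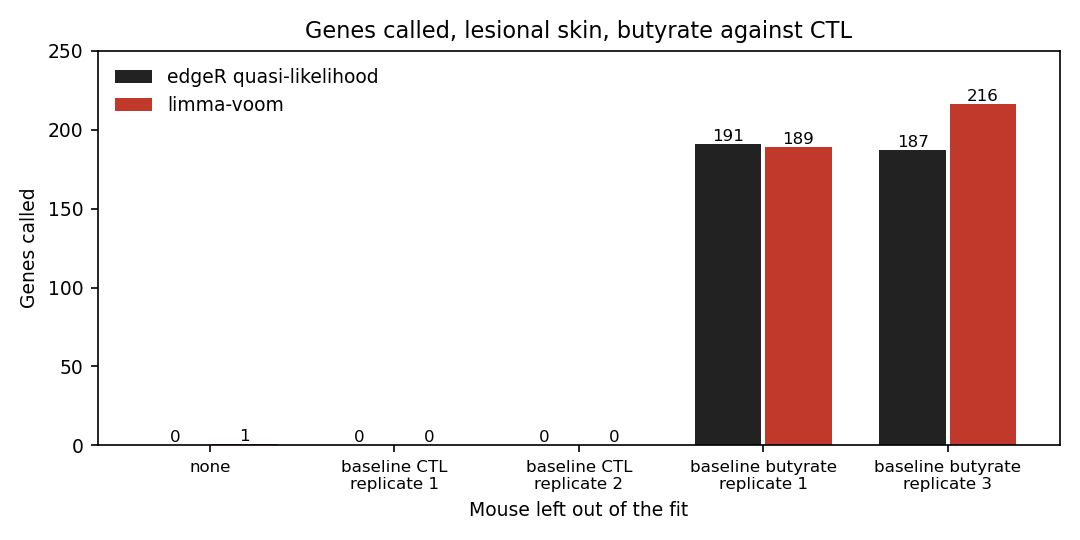
Number of genes called between lesional skin of butyrate-treated and CTL mice (y axis) with no mouse or 1 baseline mouse left out of the fit (x axis). Dark bars are edgeR's quasi-likelihood test and red bars are limma-voom, and the counts stand between 187 and 216 without a baseline butyrate mouse and at 0 or 1 in the other fits.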

Subsequent gene ontology (GO) enrichment analysis revealed pathways related to immunity and barrier function that were enriched in the skin of butyrate-treated mice. 

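The gene ontology enrichment itself was not rerun. The 12 genes that Fig. 2b links to chemotaxis (Spp1, Cxcl1, Cxcl5, Il1b, Ccl3, Trem1, Cxcl2, Cxcl3, Csf3, Ccl4, Ccr7 and Trpm2) were lower in butyrate-treated lesional skin in 12 of 12 cases, with a median log2 fold change of -3.10. As a list against all tested genes, their FDR over 32 lists was 1.2e-28 by limma's camera with a preset correlation of 0.01, 0.0385 with an estimated correlation and 0.0066 by fry. The paper chose these genes from these libraries, so the list tests are not independent evidence. The 8 genes linked to the regulation of immune or type 2 responses (Arg2, Ccr1, Il33, Il4ra, Il1rl1, Lilrb4, Nlrp3 and Il6) were all lower as well, with a median of -1.47. Their FDR was 9.3e-13 by camera and 0.0442 by fry, but 0.0964 with an estimated correlation. Among the chemotaxis genes, the log2 fold change of Cxcl2 was -4.33 (standard error 0.73), that of Ccl4 -4.0 (0.88), that of Cxcl3 -3.69 (0.63) and that of Trem1 -3.52 (0.58). None passed the FDR over all genes by edgeR's quasi-likelihood test, where the 4 genes had an FDR of 0.737. With only the 4 lesional mice, edgeR called Cxcl1, Cxcl2, Cxcl5 and Il1b of the 12 chemotaxis genes, but not Ccl4, Cxcl3 or Trem1. Ccl4 depended most on single mice among them, and its log2 fold change was -6.36 without lesional butyrate replicate 4 and -3.16 without lesional butyrate replicate 3.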

Immune-related GO terms included “negative regulation of immune response” (GO:0050777), “regulation of type 2 immune response” (GO:0002828), “leukocyte chemotaxis (GO:0030595), and “granulocyte chemotaxis” (GO:0071621) (Fig. 2b). The second cluster of pathways was linked to skin barrier function, as represented by GO terms “keratinization” (GO:0031424) and “cornified envelope” (GO:0001533) (Fig. 2b). 

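Of the genes that Fig. 2b links to keratinization and the cornified envelope, 5 of 7 were lower and 2 of 7 higher in butyrate-treated lesional skin. The lower genes were Sprr2i (log2 fold change -1.95, standard error 0.32), Sprr2e (-1.61, 0.56), Sprr2f (-1.88, 0.66), Krt6b (-1.37, 0.52) and Gm5483 (-2.83, 0.50), and the higher genes were Lor and Krt1. The groups of all 7 genes did not overlap, and their FDR over all genes by edgeR's quasi-likelihood test lay between 0.737 and 1.00. The small proline-rich genes lie side by side on chromosome 3 of GRCm38, Sprr2e from 92352143 to 92353449, Sprr2f from 92365187 to 92366442 and Sprr2i from 92407991 to 92409271. They are near-identical copies whose reads the counting could have split, so single members are uncertain. Of the 14 tested small proline-rich genes, 12 were lower with butyrate (median log2 fold change -1.03), with -1.64 without lesional butyrate replicate 3, -0.64 without lesional CTL replicate 4 and -0.54 without lesional butyrate replicate 4. Their list had an FDR of 9.3e-08 by camera, which did not hold by fry (0.195) or with an estimated correlation (0.308). Of 21 late cornified envelope genes, 15 were higher and 6 lower, with a median of 0.81 and an FDR of 0.225 by camera.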

To establish the relevance of these findings, we next interrogated how butyrate modulates immune-associated genes implicated in ADLSI onset and progression by performing quantitative reverse transcription-polymerase chain reaction (RT-PCR) on lesional skin biopsies from control and butyrate-treated mice. 

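The RNA sequencing counts of 8 mice gave the levels of 6 immune genes in lesional skin, each as mean ± SD over 2 mice. Il33, on chromosome 19 from 29925114 to 29960718 (ENSMUSG00000024810) of GRCm38, was at 169 ± 2.05 CPM in CTL and 80.7 ± 7.46 CPM in butyrate-treated mice, a log2 fold change of -1.06 (standard error 0.49). Il4ra, on chromosome 7 from 125552120 to 125579474 (ENSMUSG00000030748), fell from 267 ± 7.29 to 97.7 ± 9.30 CPM, a log2 fold change of -1.45 (0.31). S100a8, on chromosome 3 from 90668978 to 90670035 (ENSMUSG00000056054), went from 789 ± 298 to 183 ± 115 CPM (-2.11, standard error 0.63), and its log2 fold change lay between -2.95 without lesional butyrate replicate 3 and -1.58 without lesional butyrate replicate 4. Cxcl1, on chromosome 5 from 90891241 to 90893115 (ENSMUSG00000029380), was at 31.3 ± 7.01 and 6.39 ± 0.482 CPM, a difference of -2.29 on the log2 scale (0.59). For Il20, on chromosome 1 from 130906985 to 130911451 (ENSMUSG00000026416), the levels were 2.73 ± 0.315 and 0.119 ± 0.102 CPM, so the butyrate-treated mice were near the floor of 3 counts. The fitted log2 fold change was -4.46 (1.18). Its size is uncertain at that level, and it lay between -5.69 and -3.79 across fits without 1 mouse. Il1b, on chromosome 2 from 129364570 to 129371139 (ENSMUSG00000027398), was at 134 ± 3.11 CPM against 22.7 ± 3.95 CPM (-2.56, standard error 0.53).
All 6 genes are annotated as protein-coding, and in each the 2 groups of mice did not overlap. None passed the FDR of 0.1 over all 15163 genes by edgeR's quasi-likelihood test, where the FDR was 0.737 for Il4ra and Il1b, 0.743 for Cxcl1, 0.757 for Il20, 0.854 for S100a8 and 1.00 for Il33. With only the 4 lesional mice, edgeR called Il4ra, Il1b and Cxcl1. For genes involved in itch, the log2 fold change of Areg was -1.60 (standard error 0.68) and that of Sema3d was 1.27 (0.51), both with an FDR of 1.00 by the same test. Taken as a list, the 7 genes without Sema3d had a median log2 fold change of -2.11. The FDR of the list was 9.3e-13 by camera, 0.0066 by fry and 0.0385 with an estimated correlation. The paper took up these genes after its transcriptomics analysis of lesional skin, so the list tests are not independent evidence.

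**Figure D2:**
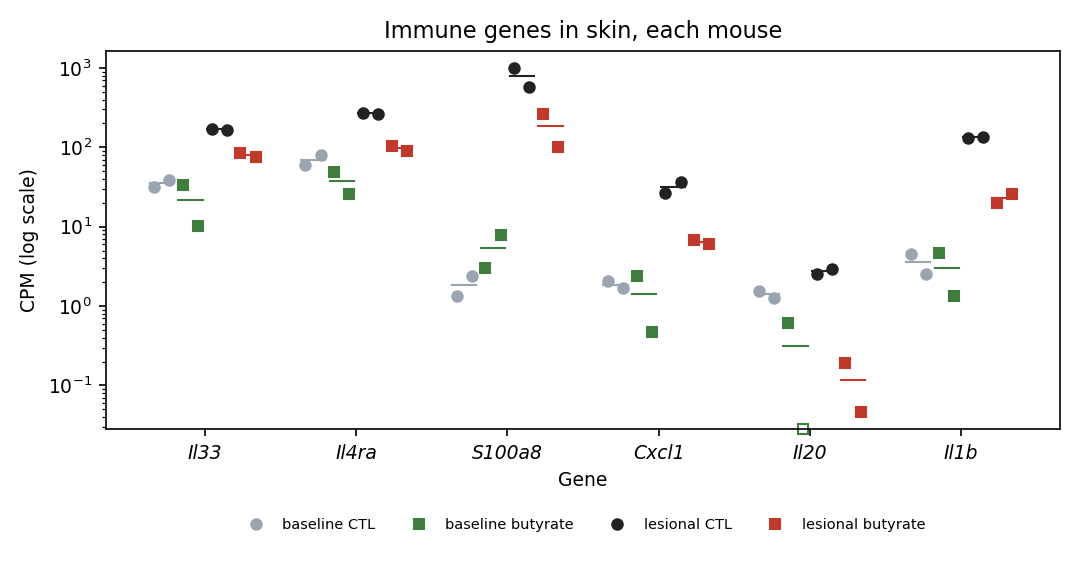
Level of 6 immune genes (CPM, log scale) in skin of each mouse, by gene on the x axis. Each point is 1 mouse, lines are means of 2 mice, and an open marker on the lower edge is a mouse with no count. Both lesional butyrate mice lie below both lesional CTL mice in each gene, for example 75.5 and 86.0 CPM against 167 and 170 CPM for Il33.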

Consistent with the skin transcriptomics data, we found that immune genes implicated in human pediatric and adult AD pathogenesis were altered in our experimental model. The pro-T_H_2 mediators *Il-33* and *Il-4rα*, T_H_17/T_H_22-associated genes *S100a8* and *Cxcl1*, the epidermal hyperplasia-inducing *Il-20*, and the innate cytokine *Il-1β* were all reduced in the skin of butyrate-treated animals (Fig. 2c). Nerve elongation and retracting mediators produced by keratinocytes, and involved in itch control, were also altered by butyrate. Expression of amphiregulin (*Areg*), a nerve sprouting factor favoring itch, was significantly mitigated, whilst that of nerve repulsing factor semaphorin 3D (*Sema3d*) was enhanced in lesional skin of butyrate-treated mice (Fig. 2d).

**Fig. 2:**
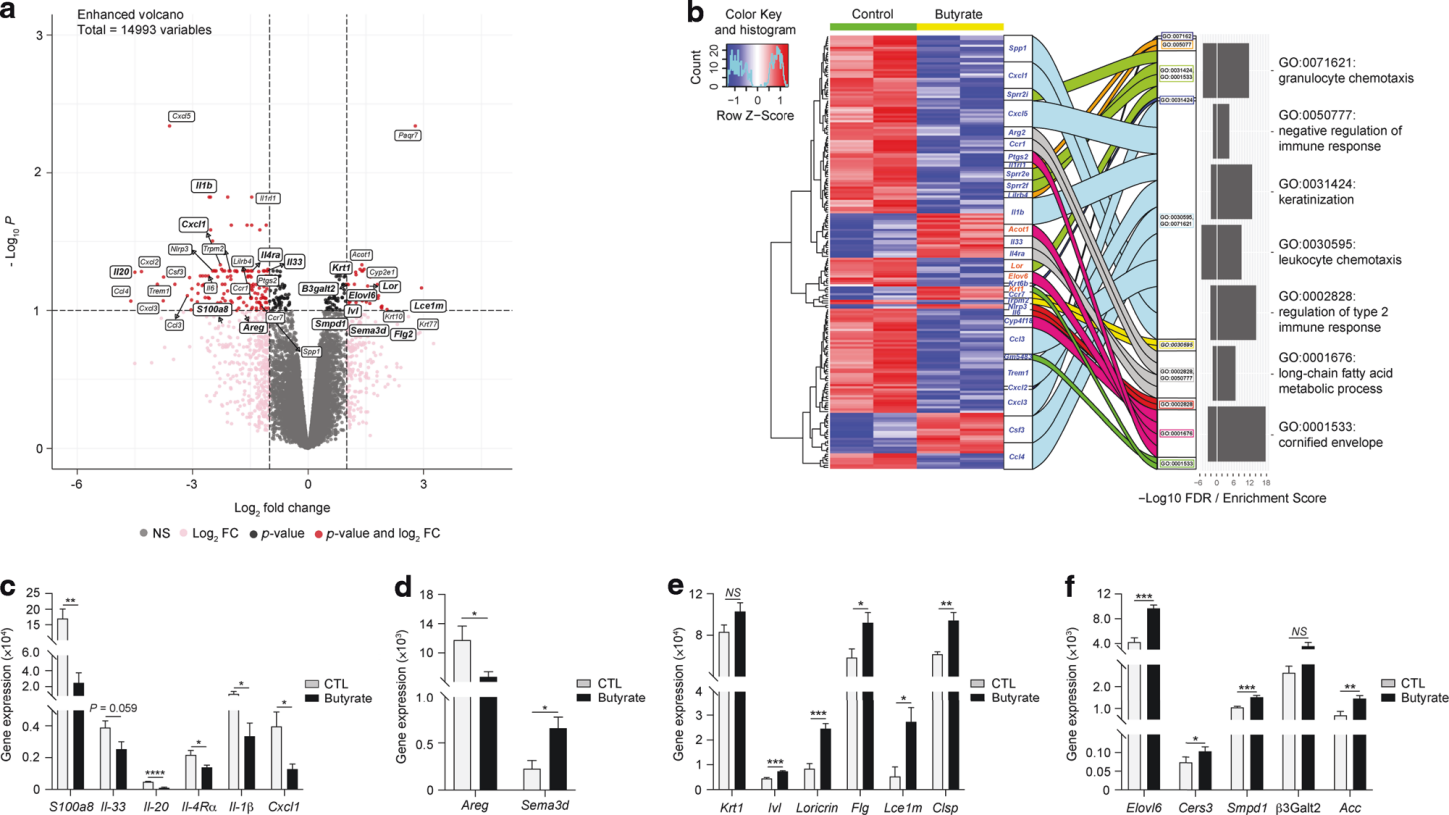
Butyrate alters the skin transcriptome following allergen exposure. **a** Volcano plot of differentially expressed genes (DEGs) after transcriptomics analysis of HDM allergen-sensitized skin from control or butyrate-treated mice (false detection rate (FDR) < 0.1; fold-change = 2). **b** Gene ontology (GO) analysis of lesional skin transcriptomics. Heatmap and alluvial plot of select DEGs (blue = decreased and red = increased in butyrate-treated mice) linked to GO IDs. Mirrored box plot indicates −log10 FDR on left and enrichment score on right for each GO ID. Gene expression analysis by quantitative RT-PCR of key genes involved in atopic dermatitis inflammation (**c**), itching pathway (**d**), keratinocyte differentiation and cornification (**e**), and lipid/ceramide synthesis and cornified lipid envelope formation (**f**) in skin from control (CTL) or butyrate-treated animals after 2 weeks HDM sensitization. Gene expression was normalized to *β-actin*. Results are representative of data from one experiment in **a** and **b**, and from three independent experiments in **c**–**f**. All results are expressed as mean ± SEM (*n* = 2 per group in **a**, **b**; *n* = 6 per group in **c**–**f**). Statistical significance was determined with Student’s *t*-test (unpaired, two-tailed) or Mann–Whitney test in **c**–**f**. *NS* = non-significant, *P = 0.05, **P = 0.01, ***P = 0.001, and ****P = 0.0001.

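The volcano plot and the heatmap label genes of which 46 are listed among the counts, 30 shown lower and 16 shown higher with butyrate, the genes of Fig. 2c-f included. All 46 changed in the direction that the paper shows, and in 45 of them the 2 lesional butyrate mice did not overlap with the 2 lesional CTL mice, where chance gives 33.3% in either direction. At an FDR below 0.1 over all genes by edgeR's quasi-likelihood test 0 of the 46 passed, while 35 had an unadjusted p below 0.05. Adjusted over the list alone, 41 passed, and since the study chose the list on these samples this is not independent evidence. The largest increase among them was that of Paqr7, which lies on chromosome 4 of GRCm38 from 134496697 to 134510235, with a log2 fold change of 2.78 (standard error 0.49). Among the keratins, Krt77 had 2.53 (0.91) and Krt10 1.80 (0.83), and Flg2 had 1.96 (0.76). Without lesional CTL replicate 5 the value of Krt77 was 3.84, and without lesional CTL replicate 4 it was 1.86.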

Next, we investigated the influence of butyrate upon genes related to keratinocyte differentiation and skin barrier function, the second main pathway highlighted by our exploratory transcriptomics analysis. 

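In the RNA sequencing, barrier genes were measured in the same 2 mice per group. Krt1, on chromosome 15 from 101845426 to 101850794 (ENSMUSG00000046834) of GRCm38, was at 1492 ± 20.4 CPM (SD, n = 2) in lesional CTL and 3539 ± 661 CPM (SD, n = 2) in lesional butyrate skin, a log2 fold change of 1.25 (standard error 0.83). Ivl lies on chromosome 3 from 92570902 to 92573735 (ENSMUSG00000049128) and rose from 166 ± 1.02 to 298 ± 72.3 CPM (0.85, standard error 0.38). Lor, on chromosome 3 from 92080271 to 92083142 (ENSMUSG00000043165), rose from 124 ± 32.7 to 360 ± 89.0 CPM (1.54, standard error 0.66). Lce1m, on chromosome 3 from 93017810 to 93019060 (ENSMUSG00000027912), rose from 26.4 ± 21.2 to 142 ± 49.5 CPM (2.42, standard error 0.85). Lce1m has near-identical neighbours whose reads the counting could have split, and its log2 fold change was 3.63 without lesional CTL replicate 5 and 1.77 without lesional CTL replicate 4. The primer pair that the paper lists for Clsp matches transcripts of Calm4, which was at 892 ± 44.8 CPM in CTL and 1559 ± 595 CPM in butyrate-treated mice (0.81, standard error 0.63).
In all 5 genes both butyrate-treated mice were above both CTL mice. The FDR by edgeR's quasi-likelihood test was 0.942 for Lce1m and 1.00 for the others, so none passed over all genes. As a list, Krt1, Ivl, Lor and Lce1m had a median log2 fold change of 1.39 with an FDR of 0.000491 by camera. That result did not hold by fry (0.127) or with an estimated correlation (0.134). These genes too were taken up by the paper after its transcriptomics analysis, so the list is not independent evidence.

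**Figure D3:**
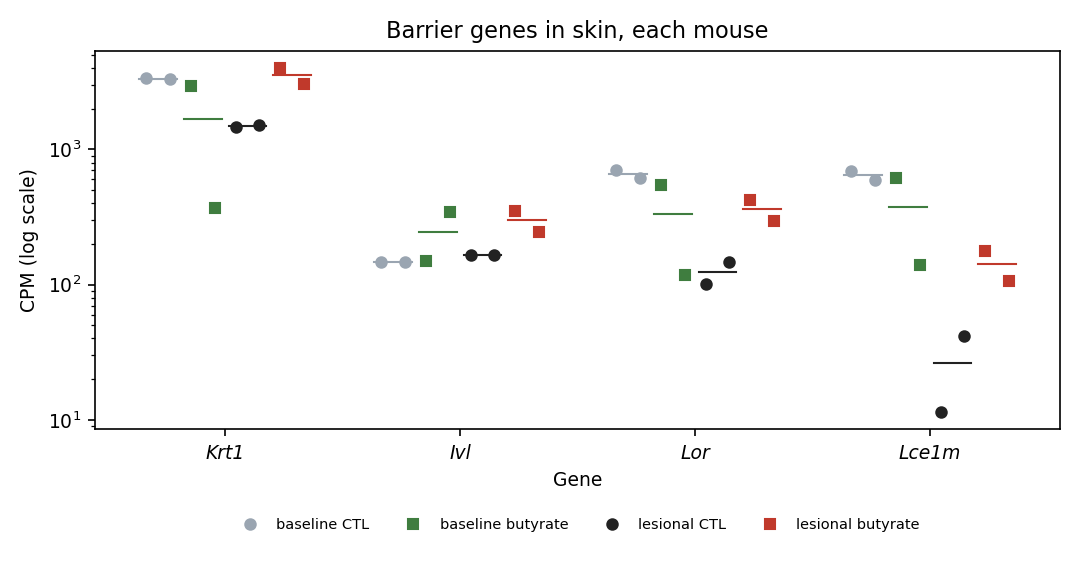
Level of 4 barrier genes (CPM, log scale) in skin of each mouse, by gene on the x axis. Each point is 1 mouse and lines are means of 2 mice. Both lesional butyrate mice lie above both lesional CTL mice in each gene.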

We found that lesional skin from butyrate-exposed mice expressed higher levels of genes characteristic of differentiating and terminally differentiated keratinocytes in addition to CE formation. Indeed, expression of involucrin (*Ivl*), loricrin (*Lor*), filaggrin (*Flg*), late cornified envelope 1 m (*Lce1m*), and calmodulin-like skin protein (*Clsp*)^45^ were all enhanced compared to control mice (Fig. 2e). CE not only relies on the aforementioned proteins for its functional integrity but also requires keratinocyte-derived lipids such as ceramides and free fatty acids (FFA) to provide a tight, hydrophobic barrier preventing allergen ingress and trans-epidermal water loss^46^. We therefore assessed the expression of genes for several key enzymes involved in FA biosynthesis (acetyl-CoA carboxylase (*Acc*)) and elongation into long-chain fatty acids (LCFA) (elongation of very long-chain fatty acids protein 6 (*Elovl6*)), as well as those critical for ceramide synthesis (ceramide synthesis 3 (*Cers3*), acid sphingomyelinase (*Smpd1*), and β-1,3-galactosyltransferase 2 (*β3Galt2*)). As shown in Fig. 2f, we found that skin from butyrate-treated mice expressed elevated levels of these genes, a finding consistent with the transcriptomics analysis indicating an enrichment in the GO term “Long-chain fatty acids metabolic process” (GO:0001676) (Fig. 2b). 

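Among the lipid genes in the RNA sequencing, Elovl6, on chromosome 3 from 129532355 to 129638495 (ENSMUSG00000041220) of GRCm38, was at 631 ± 144 CPM in lesional CTL and 1308 ± 146 CPM in lesional butyrate skin (SD, n = 2 each), a log2 fold change of 1.05 (standard error 0.37). Smpd1, on chromosome 7 from 105554360 to 105558389 (ENSMUSG00000037049), was at 67.8 ± 0.0658 and 101 ± 14.0 CPM (0.57, standard error 0.14). B3galt2, on chromosome 1 from 143640664 to 143654614 (ENSMUSG00000033849), was at 11.9 ± 0.100 and 24.7 ± 4.22 CPM (1.05, standard error 0.39). The groups overlapped for Cers3, on chromosome 7 from 66743504 to 66823691 (ENSMUSG00000030510), at 70.2 ± 8.08 and 85.1 ± 30.2 CPM. Its log2 fold change of 0.28 (standard error 0.27) was within the spread between replicates and turned to -0.14 without lesional butyrate replicate 3.
The name Acc covers 2 genes. Acaca, on chromosome 11 from 84129672 to 84401651 (ENSMUSG00000020532), was at 108 ± 27.6 and 172 ± 18.2 CPM (0.67, standard error 0.39). The primer pair that the paper lists for Acc matches transcripts of Acacb, and not of Acaca, and Acacb was at 136 ± 1.88 and 185 ± 13.3 CPM (0.45, standard error 0.55). Acacb was looked up after the values of the other genes had been seen. By edgeR's quasi-likelihood test the FDR over all genes was 0.737 for Smpd1, 0.947 for Elovl6, 0.961 for B3galt2 and 1.00 for Cers3, Acaca and Acacb. As a list, Elovl6, Cers3, Smpd1, B3galt2 and Acaca had a median log2 fold change of 0.67, with an FDR of 5.8e-05 by camera. That result did not hold by fry (0.054) or with an estimated correlation (0.0939). This list was also chosen by the paper and is not independent evidence.
Of the 4 genes that Fig. 2b links to long-chain fatty acids, Acot1 (1.39, standard error 0.35) and Elovl6 were higher with butyrate, and Ptgs2 (-1.41, standard error 0.27) and Cyp4f18 (-2.33, standard error 0.51) were lower. Their median was -0.18, with an FDR of 0.502 by camera, and without 1 lesional mouse it was 0.04 (CTL replicate 4), -0.37 (CTL replicate 5), -0.40 (butyrate replicate 3) and 0.0071 (butyrate replicate 4).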

Altogether, these results indicate that butyrate administration alters the keratinocyte response to HDM and alleviates the associated downstream inflammatory cascade. Of note, similar results were observed in lesional skin from mice fed HFD (data not shown).

### Early cutaneous immune responses to HDM allergens are blunted in butyrate-treated animals

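Lists of cell type markers gave the level of immune cell transcripts in whole lesional skin. Of the neutrophil markers, 14 of 14 were lower in butyrate-treated mice, with a median log2 fold change of -2.28 that stayed between -2.46 and -2.19 when each lesional mouse was left out in turn. Their FDR over the 32 lists was 7.8e-26 by camera, 0.0115 by fry and 0.0385 with an estimated correlation. The T cell list was lower in 11 of 11 genes with a median of -0.52, but the median was -0.05 without lesional CTL replicate 4, -0.28 without lesional butyrate replicate 4 and -0.92 without lesional CTL replicate 5, and its FDR of 0.0133 by camera did not hold by fry (0.694) or with an estimated correlation (0.669). Of the 14 tested neutrophil genes, 9 had at least 1 CPM in every baseline CTL mouse and 2 are named by the paper. The level of S100a9, the most abundant of them and singled out after the values were seen, was 1466 and 836 CPM in the lesional CTL mice and 445 and 169 CPM in the lesional butyrate mice. The median of the mast cell list was -0.30 (7 of 8 genes lower, FDR 0.00161 by camera), and it was -0.04 without lesional CTL replicate 4. It also did not hold by fry (0.195) or with an estimated correlation (0.308). The macrophage and dendritic cell list had a median of -0.17 with an FDR of 0.327 by camera, and its median was -0.53 without lesional butyrate replicate 4 and -0.08 without lesional butyrate replicate 3. Of the 5 tested genes of the type 2 cytokine list, 4 were lower with a median of -0.77 and an FDR of 0.0371 by camera, 0.565 by fry and 0.442 with an estimated correlation.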

The exploratory transcriptomics data indicated that butyrate supplementation affects immune responses generated during ADLSI. We and others have shown that SCFA can influence immune cell functionality^25,26,30,47,48^. We thus examined how butyrate shaped early immune responses to HDM (1-week post-allergen exposure), before symptoms manifest, to assess the influence of butyrate upon ADLSI onset. Flow cytometric phenotyping of the skin revealed that butyrate did not alter the composition of cutaneous antigen-presenting cell (APC) populations after HDM exposure (see Fig. 3a for gating strategy). Dermal CD11b^+^ conventional dendritic cells (cDC) 2, Langerhans cells (LCs), Ly6c^neg^ monocyte-derived DCs (Fig. 3b), and major histocompatibility complex II (MHCII)^+^ dermal macrophages (Fig. 3c) were found in similar frequencies in allergen-exposed skin of CTL and butyrate-treated mice. We found, however, that skin APCs from butyrate-administered animals exhibited lower expression of programmed death-ligand 2 (PD-L2) (Fig. 3b, c), a surface marker shown to be important for driving cutaneous T_H_2 cell responses^49,50^. Moreover, frequencies of PD-L2-expressing APCs were also diminished (Fig. 3b, c), indicating an impairment in the ability of skin APCs from butyrate-exposed animals to promote T_H_2 differentiation. The proportions of γδ T cells, a population found in murine but not human skin (Fig. 3d), and innate lymphoid cells (ILCs) (Fig. 3f), two pivotal modulators of AD onset^51,52^ were unaltered by butyrate. Yet, as for the APC subsets, their activation state was dampened, as represented by lower expression of CD44 on γδ T cells (Fig. 3e) and a blunted capacity of ILC2 to produce IL-4 (Fig. 3f). IL-5 production was, however, unaltered (data not shown). T_H_17 inflammation has been linked to the onset of AD^53,54^. We thus assessed the production of IL-17A by ILCs and γδ T cells, two major IL-17-producing populations^52^. We discovered that (i) these cells secreted limited amounts of IL-17A in our experimental model of ADLSI; and (ii) no significant differences were observed between control and butyrate-treated animals (data not shown). In addition, we found that frequencies of CD4^+^ T lymphocytes were significantly diminished in HDM-exposed skin of mice treated with butyrate (Fig. 3g). CD4^+^ T cells were not only reduced in number but their activation state was decreased (Fig. 3h) and their ability to secrete IL-4, IL-5, and IL-17A in response to ex vivo stimulation was also impaired (Fig. 3i). These results demonstrate that butyrate-treated animals exhibit a blunted early cutaneous immune response following HDM exposure. The immunomodulatory properties of SCFA, particularly butyrate, have been linked to their ability to induce CD4^+^ T regulatory cells (Treg)^29^. We thus assessed whether butyrate treatment altered skin Treg in the model of ADLSI. We found that allergen-exposed skin from butyrate-administered animals harbored less Treg (Fig. 3j). These findings indicate that the mitigated ADLSI observed in butyrate-treated mice is not attributable to an elevated Treg response. Importantly, we found that butyrate did not change the skin immune cell environment before allergen exposure (Fig. S2A–F), indicating that butyrate-mediated alterations of cutaneous immune responses manifested only after allergen-driven skin injury occurred. The beneficial effects of butyrate on ADLSI could result from (i) the direct dampening of allergen-driven T_H_2 responses by this SCFA, a well-described phenomenon^29^; and/or (ii) an improved skin barrier function limiting allergen penetration and the downstream inflammatory consequences. To test these hypotheses and determine whether butyrate has direct immunomodulatory effects upon cutaneous immune responses to HDM allergens, we next performed similar experiments as those described in Fig. 3 however HDM allergens were instilled intradermally, where most skin APCs reside, and not topically. By using such an approach, we bypassed the epidermal barrier and delivered the allergens directly to local APCs. This strategy eliminates the potential role of butyrate upon skin barrier function, thereby allowing a direct assessment of the influence of butyrate upon skin immune responses to HDM allergens. When delivered intradermally and not topically, HDM allergen-driven cutaneous T_H_2 responses were no longer impaired in the skin of butyrate-treated animals (Fig. S2G–M). This finding indicates that the improved ADLSI observed in butyrate-exposed mice is likely not resulting from a direct effect on immune cells.

**Fig. 3:**
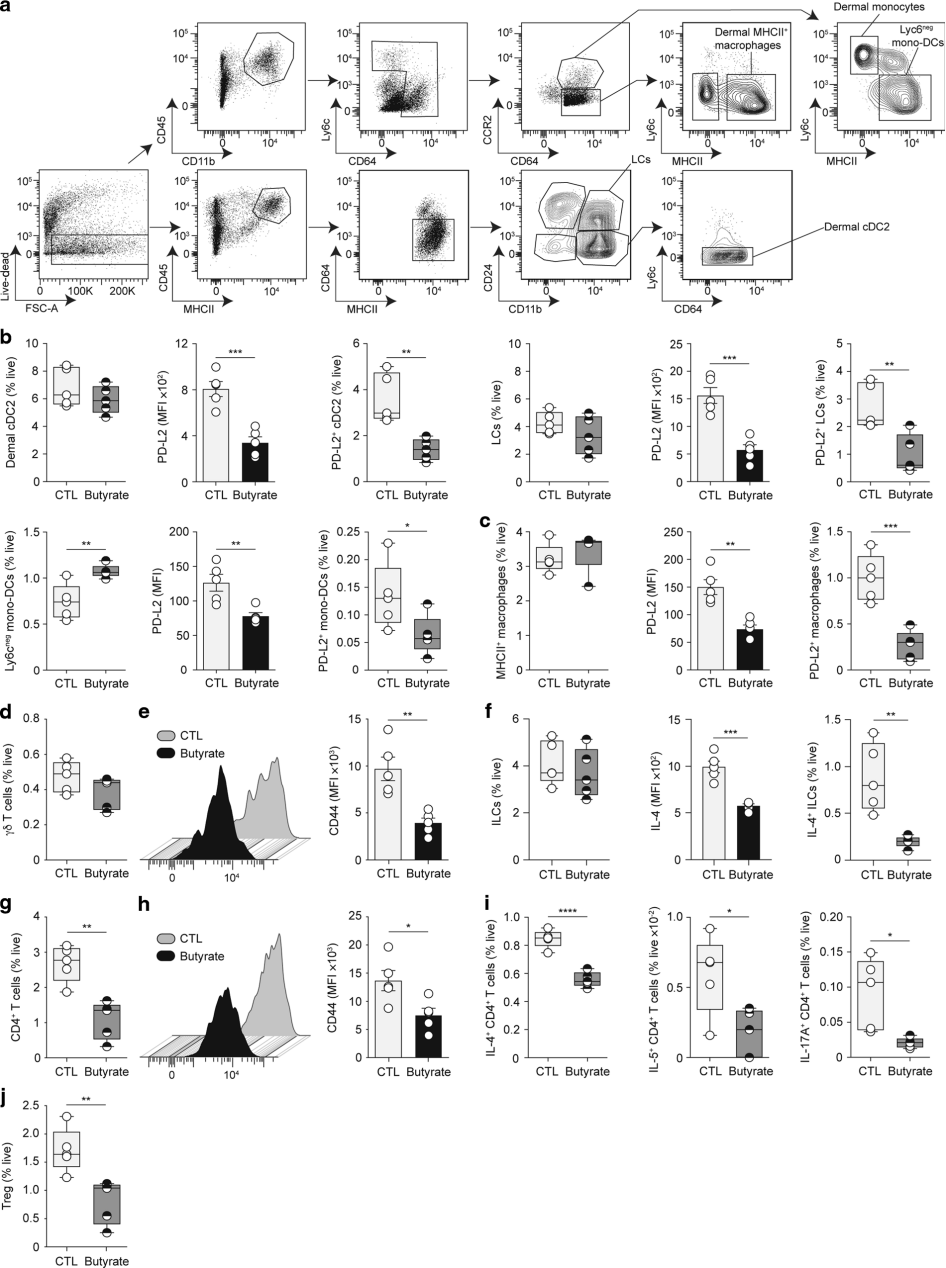
Early cutaneous immune responses to HDM allergens are blunted in butyrate-treated animals. **a** Gating strategy for flow cytometry analysis of the main antigen-presenting cells in the skin of control (CTL) or butyrate-supplemented mice. **b** Frequencies of main dendritic cell (DC) subsets (CD11b^+^ cDC2, Langherans cells (LCs), and Ly6c^neg^ mono-DCs) and their surface expression of Th2 activation marker program death-ligand 2 (PD-L2) in the skin of CTL and butyrate-treated animals. MFI, mean fluorescence intensity. **c** Frequencies and PD-L2 expression (MFI) by the most prominent skin macrophage population. **d**, **e** Frequencies of skin γδT cells and their surface expression of activation marker CD44 (MFI) in CTL and butyrate-treated mice. **f** Frequencies of total and IL-4-producing innate lymphoid cells (ILCs) in the skin, and their expression of IL-4 (MFI). Frequencies of CD4^+^ T lymphocytes in the skin (**g**) and their surface expression of CD44 (MFI) (**h**), as well as frequencies of IL-4-, IL-5, and IL-17A-producing CD4^+^ T cells (**i**). **j** Frequencies of Foxp3^+^ T regulatory cells (Tregs) in the skin. Data were determined by flow cytometry after two topical HDM allergen sensitizations. Results are representative of data from two to three independent experiments in **b**, **c**, from two independent experiments in **d**–**f** and **i**, and from at least three independent experiments in **g**, **h** and **j**. All results are expressed as mean ± SEM (*n* = 5 per group in **b**–**h** and **j**; *n* = 6 per group in **I**). Statistical significance was determined with Student’s *t*-test (unpaired, two-tailed) in **b**–**j**, or Mann–Whitney test in **b**. *P = 0.05, **P = 0.01, ***P = 0.001, and ****P = 0.0001. See also Fig. S2.

### Butyrate promotes skin barrier function

To test whether the protective effects of butyrate observed in the ADLSI model were the consequence of an improved skin barrier (thereby restricting allergen ingress), we first assessed skin morphology and barrier function before allergen exposure, aware that cutaneous immune responses were unaltered in these conditions (Fig. S2a–f). We found that even though butyrate did not lead to observable alterations in epidermal thickness at baseline (Fig. 4a), naive skin of butyrate-exposed mice had the tendency to exhibit a thicker *stratum corneum* (SC), the outermost protective layer of the epidermis, potentially indicative of enhanced barrier function (Fig. 4b). To functionally test this, we measured TEWL and found that mice exposed to butyrate had better skin barrier integrity at baseline, prior to allergen exposure, than control mice (Fig. 4c). In support of this, epidermal keratinocytes isolated from healthy skin of butyrate-exposed mice showed elevated expression of several key barrier function genes before allergen encounter (Fig. 4d). T_H_2 cytokines have been shown to exert inhibitory effects on skin barrier function and epidermal differentiation complex genes^23,55^. Importantly, T_H_2 cytokine expression levels in the naive skin remained similar between control and butyrate-treated animals, ruling out a role for T_H_2 cytokines in the butyrate-driven improved skin barrier function observed at baseline (Fig. 4e). Overall, these data indicate that although no differences were observed in the immune environment (Figs. 4e and S2), skin from butyrate-treated mice showed signs of enhanced barrier function prior to allergen exposure.

**Fig. 4:**
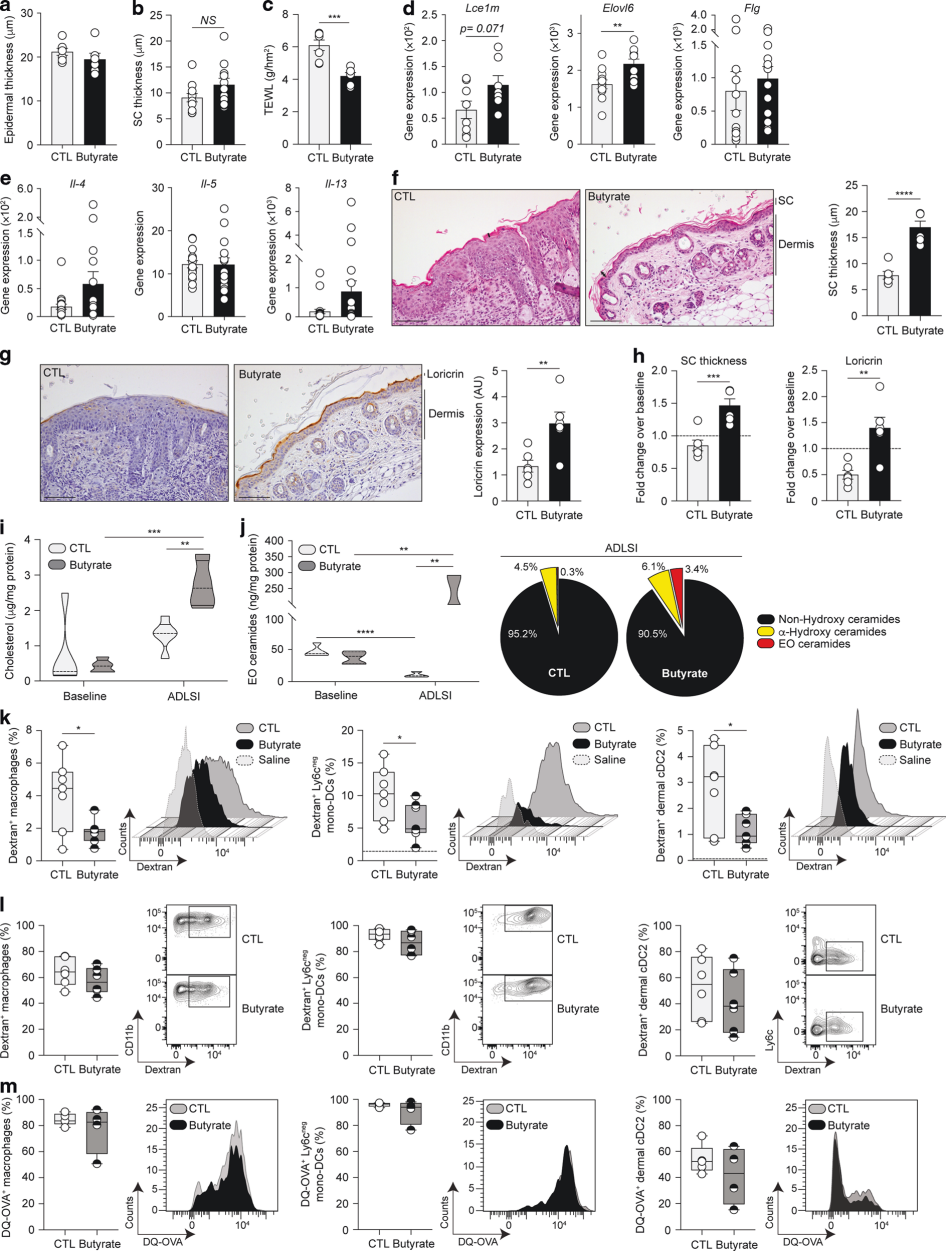
Butyrate promotes skin barrier function. **a** Quantification of baseline epidermal thickness in water control (CTL) or butyrate-treated mice before allergen sensitization. **b** Quantification of *stratum corneum* (SC) thickness following analysis of representative hematoxylin and eosin (H&E)-stained skin tissue before HDM allergen exposure. **c** Measurement of baseline dorsal transepidermal water loss (TEWL) in control or butyrate-treated mice before allergen exposure. **d** Expression of key components of the cornified envelope by fluorescence-activated cell sorting (FACS)-purified epidermal CD326^+^ keratinocytes isolated before allergen sensitization from CTL mice or butyrate-treated mice, as determined by quantitative RT-PCR. **e** Expression of T_H_2 cytokines in the skin at baseline, as determined by quantitative RT-PCR. Gene expression was normalized to *β-actin* in **d** and **e**. **f** Representative H&E-stained skin tissue from CTL or butyrate-treated mice after 2 weeks of HDM allergen exposure and corresponding quantification of *stratum corneum* (SC) thickness (randomly measured 3 times per picture, 7–8 pictures per sample). Arrows represent representative sites for SC thickness measurement. Scale bars, 100 μm. **g** Representative immunohistochemistry-stained skin tissue from CTL or butyrate-supplemented mice after 2 weeks of HDM allergen sensitization and corresponding quantification of loricrin expression (represented by a light-to-dark brown staining). Loricrin staining was measured in the entire picture, with 4 pictures per sample. Scale bars, 100 μm. **h** Fold-change (2 weeks HDM-sensitized over baseline) SC thickness and loricrin expression in the skin of CTL or butyrate-exposed animals. Dotted line represents an arbitrary value for baseline fold-change. **i** Absolute quantities of cholesterol in the skin of naive (“baseline”) and HDM allergen-sensitized (“ADLSI”) CTL and butyrate-treated mice, as determined by ultrahigh performance supercritical fluid chromatography coupled to quadrupole time-of-flight mass spectrometry with electrospray ionisation (UHPSFC/ESI-QTOF-MS^E^). **j** Distribution of the main classes of ceramides and absolute quantities of Ester-linked-Omega-hydroxy (EO) ceramides, as determined by ultrahigh performance liquid chromatography coupled to tandem mass spectrometry with electrospray ionisation (UPLC/ESI-MS/MS). **k** Frequencies and representative histograms of FITC-dextran-positive MHCII^+^ dermal macrophages, Ly6c^neg^ mono-DC, and CD11b^+^ cDC2 in the skin of two-time HDM allergen-sensitized control (CTL) or butyrate-treated animals after one topical administration of 100 μg FITC-dextran (10 KDa). Saline = HDM-exposed skin without FITC dextran administration (saline-treated). Frequencies and representative histograms of FITC positive cells in the skin of two-time HDM allergen-sensitized CTL or butyrate-supplemented mice after one intradermal administration of 100 μg FITC-dextran (**l**) or 100 μg DQ-OVA (**m**). Results are representative of data from 3 independent experiments in **a** and **C**, pooled from 2 independent experiments in **b**, **d**, pooled from 4 independent experiments in **e**, from at least three independent experiments in **f**–**h**, from one independent experiment in **i**, **j**, and from two independent experiments in **k**–**m**. All results are expressed as mean ± SEM (*n* = 7 CTL and *n* = 6 butyrate in **a** and **c**; *n* = 11 per group in **b**; *n* = 8/12 for CTL and *n* = 7/11 for butyrate in **d**; *n* = 16/23 for CTL and *n* = 15/23 for butyrate in **e**; *n* = 6 per group in **f**–**h** and **l**; *n* = 5 CTL “baseline”, 5 CTL “ADLSI”, 5 butyrate “baseline”, and 4 butyrate “ADLSI” in **i**; *n* = 5 CTL “baseline”, 4 CTL “ADLSI”, 5 butyrate” baseline”, and 3 butyrate “ADLSI” in **j**; *n* = 7 per group in **k**; *n* = 5 CTL and 4 butyrate in **m**). Statistical significance was determined with Student’s *t*-test (unpaired, two-tailed) in **a**–**m**, or Mann–Whitney test in **e** and **k**. *P = 0.05, **P = 0.01, ***P = 0.001, and ****P = 0.0001.

We next assessed the skin after HDM exposure to determine how these aforementioned alterations in skin morphology and barrier function evolved. Skin from butyrate-treated mice exhibited a significantly thicker SC after allergen exposure, a difference compared to control skin that was more pronounced than at baseline (Fig. 4f). Loricrin represents nearly 80% of the SC protein content and is pivotal for reinforcing skin barrier function due to its cross-linking and binding properties. The skin of HDM-exposed control mice had diminished and disrupted loricrin expression compared to butyrate-exposed animals whose skin exhibited a continuous layer (Fig. 4g). Loricrin expression was unaltered in naive healthy skin (data not shown). T_H_2 cytokines produced after allergen sensitization are known to weaken skin barrier function by decreasing the production of various constituents of the SC (e.g., loricrin, filaggrin, and lipids)^23,55,56^, an event we observed in control animals when comparing SC thickness and loricrin expression levels before and after allergen exposure, as represented by a fold-change over baseline below one (Fig. 4h). Contrastingly, in butyrate-treated mice, SC thickness and loricrin expression both significantly increased after HDM exposure compared to baseline healthy skin (Fig. 4h). Lastly, we investigated whether lipids, the other key constituent of SC, were altered by butyrate. Lipidomics analysis of naive and lesional skin revealed that skin from butyrate-exposed mice contained greater amounts of cholesterol (Fig. 4i) and ceramides, particularly ester-linked omega-hydroxy (EO) ceramides (Fig. 4j). EO ceramides are pivotal to skin barrier function, and their deficiency is linked with AD^57,58^. EO ceramide quantities decreased in the skin of control mice after allergen challenge, a phenomenon also observed in AD patients^59–61^, while they increased in butyrate-treated animals, indicative of improved barrier function following allergen exposure (Fig. 4j).

To determine if these morphological changes had any functional relevance, we examined whether percutaneous antigen (Ag) penetration was altered in mice treated with butyrate. To achieve this, we employed two experimental approaches and used 10 KDa fluorescein isothiocyanate (FITC)-dextran, a fluorescently-labelled Ag whose size is similar to major HDM allergens. First, we applied FITC-dextran onto the skin (combined with HDM to mimic the initial allergen encounter) to assess Ag penetration and uptake by local APCs. We found that frequencies of FITC-positive dermal MHCII^+^ macrophages, Ly6c^neg^ monocyte-derived DCs, and dermal CD11b^+^ cDC2 were all significantly reduced in the skin of butyrate-treated mice, indicative of a blunted allergen ingress (Fig. 4k). To address whether these findings were the consequence of an enhanced epidermal barrier function or a defect in APC functionality, we performed a second set of experiments. FITC-dextran was delivered intradermally, thereby bypassing the epidermis and its barrier function, allowing for a direct assessment of APC functionality. In this setting, Ag-positive cells were no longer reduced in butyrate-treated mice indicating normal Ag uptake capacity (Fig. 4l). To further examine Ag processing, we used DQ-ovalbumin (OVA), a molecule that becomes fluorescent only when proteolytically degraded. Dermal APCs from butyrate-administered mice exhibited similar Ag processing capacities compared to control APCs (Fig. 4m). These findings show that butyrate limits percutaneous Ag penetration by strengthening epidermal barrier integrity, without altering skin APCs functionality (or their proportions, as shown in Fig. 3). Altogether, these results indicate that butyrate enhances skin barrier function at baseline but also strengthens it following repeated allergen exposure, two key events that restrict allergen ingress and sensitization, and thus mitigate onset and development of ADLSI.

### Butyrate promotes terminal differentiation of epidermal keratinocytes

The increase of SC thickness, loricrin expression, and ceramide abundance observed in the skin of butyrate-treated mice, particularly following allergen insult (Fig. 4h, j), point towards an effect of butyrate upon epidermal keratinocytes. Quantification of CD34^neg^ CD326^+^ interfollicular keratinocytes revealed that baseline skin from mice treated with butyrate contained similar proportions of epidermal keratinocytes (Fig. 5a), a finding consistent with the similar epidermal thickness shown in Fig. 4a. Of note, keratinocyte frequencies diminished in both groups in lesional ADLSI skin, yet by significantly less in animals exposed to butyrate. This finding is likely due to the fact that these mice exhibit a reduced recruitment of inflammatory cells in the skin, hence the elevated proportion of non-immune cells such as keratinocytes (Fig. 5a). Accordingly, butyrate-supplemented animals had less CD34^+^ hair bulge keratinocytes after allergen exposure (Fig. 5b), a population that has been shown to expand after skin injury^62^. Based on their expression of CD49f, epidermal keratinocytes can be classified into undifferentiated (CD49f^+^) or differentiating/differentiated (CD49f^neg^) keratinocytes^62^. We found that butyrate supplementation led to elevated proportions of CD49f^neg^ differentiated keratinocytes in naive skin (Fig. 5c), confirming our previous data showing an enhancement of baseline skin barrier function by butyrate (Fig. 4c). This difference in keratinocyte differentiation state found in the healthy skin of butyrate-treated mice was maintained after allergen exposure (Fig. 5d). To functionally assess the differentiation status of epidermal keratinocytes, we next isolated these cells from murine skin and looked at expression levels of key genes involved in skin barrier function. We found that, already at baseline (Fig. 4d), but especially after allergen exposure, keratinocytes from butyrate-treated mice exhibited a significantly augmented expression of *Lce1m*, *Loricrin*, and *Filaggrin* (Fig. 5e), as well as enzymes involved in LCFA and ceramide synthesis (Fig. 5f) compared to controls. These findings demonstrate that butyrate alters the fate of epidermal keratinocytes in vivo, promoting their differentiation and the strengthening of the cornified envelope at baseline, and even more so after allergen exposure.

**Fig. 5:**
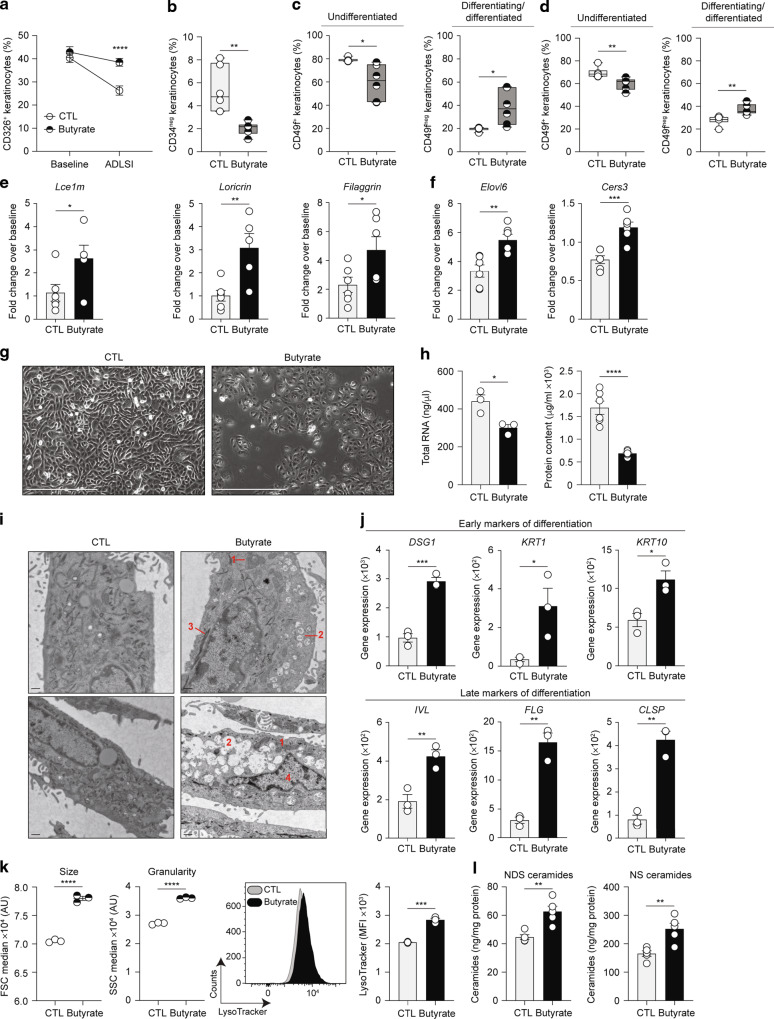
Butyrate promotes terminal differentiation of epidermal keratinocytes. **a** CD326^+^ keratinocytes in the skin of naive (“baseline”) and two-time house dust mite (HDM) allergen-sensitized (“ADLSI”) CTL and butyrate-exposed mice, as assessed by flow cytometry. **b** CD34^+^ hair bulge keratinocytes in HDM allergen-sensitized skin from water control (CTL) or butyrate-supplemented mice, as assessed by flow cytometry. CD49f^+^ basal CD326^+^ keratinocytes and CD49f^neg^ differentiating/differentiated CD326^+^ keratinocytes in baseline (**c**) or two-time HDM allergen-sensitized (**d**) skin from CTL or butyrate-treated mice, as determined by flow cytometry. Fold-change expression over baseline of key components of the cornified envelope (**e**) or key enzymes for generation of long-chain fatty acids and ceramides (**f**) in fluorescence-activated cell sorting (FACS)-purified CD326^+^ CD34^neg^ epidermal interfollicular keratinocytes isolated from two-time HDM allergen-sensitized control (CTL) or butyrate-treated mice, as determined by quantitative RT-PCR. Gene expression was normalized to *β-actin*. **g** Representative phase-contrast micrographs of primary human epidermal keratinocytes (HEK) either vehicle (CTL) or butyrate (500 μM)-supplemented for 48 h. Scale bars, 400 μm. **h** Total RNA and protein contents from HEK cultures. **i** Representative transmission electron microscopy micrographs of HEK cultures. Annotations: 1 = enlarged mitochondria; 2 = lysosomes; 3 = tonofibrils; 4 = degenerating nucleus. Scale bars, 500 nm. **j** Expression of skin barrier genes in HEK cultures, as determined by quantitative RT-PCR. Gene expression was normalized to *β-ACTIN*. **k** Median size (FSC, Forward scatter) and granularity (SSC, Side scatter) of HEK cultures, and assessment of the presence of acidic lysosome-like organelles by flow cytometry using LysoTracker probe. MFI, mean fluorescence intensity. **l** Quantification of ceramide production by HEK cultures, as determined by UPLC/ESI-MS/MS. Results are representative of data pooled from three (group “baseline”) and four (group “ADLSI”) independent experiments in **a**, from three independent experiments in **b** and **d**, from two independent experiments in **c**, **e**, and **f**, from at least three independent experiments in **g**, **h**, **j**, and **k**, and from one experiment in **i** and **l**. All results are expressed as mean ± SEM (*n* = 18 per group in “baseline” and *n* = 24 CTL and *n* = 23 Butyrate in “ADLSI” in **a**; *n* = 6 per group in **b**–**e**, and **f**; *n* = 3–6 per group in **g**, **h**, **j**, and **k**; *n* = 2 per group in **i**; *n* = 5 per group in **l**). Statistical significance was determined with Student’s *t*-test (unpaired, two-tailed) in **a**–**f**, **h**, and **j**–**l**. *P = 0.05, **P = 0.01, ***P = 0.001, and ****P = 0.0001. See also Fig. S3.

To elucidate whether butyrate drives these effects by acting directly on keratinocytes and to assess the relevance of our findings to human cells, we next treated primary human epidermal keratinocytes (HEK) in vitro with butyrate and evaluated ensuing morphological and functional changes. Phase-contrast micrographs of HEK cultures indicated butyrate supplementation induced morphological alterations characteristic of keratinocyte differentiation (Fig. 5g). Specifically, butyrate-treated HEK were less confluent, larger, exhibited a reduced nucleus to cytoplasm ratio, intercellular spaces were less apparent, and cells lost their hexagonal, cobble-stone shape appearance distinctive of undifferentiated cells^63,64^. We next quantified total RNA and protein content from control or butyrate-treated HEK cultures as calcium-mediated HEK differentiation was shown to inhibit both RNA and protein synthesis^63^. In line with the observed morphological changes, we found that butyrate-supplemented HEK produced less RNA and protein compared to control HEK (Fig. 5h). Transmission electron microscopy (TEM) micrographs confirmed our findings and showed that butyrate-treated HEK exhibit more frequent tonofibrils, numerous lysosomes or lysosome-like organelles, enlarged mitochondria, and degenerating nucleus, all characteristic of differentiating HEK (Fig. 5i). Gene expression analysis corroborated these microscopy findings. HEK treated with butyrate expressed higher levels of both, “early” markers of differentiation such as Desmoglein-1 (*DSG1)*, Keratin-1 (*KRT1), KRT10*, as well as “late” markers of differentiation such as *IVL*, *FLG*, and *CLSP* (Fig. 5j). Butyrate also potentiated calcium-induced differentiation (Fig. S3A). This finding is of particular significance in vivo considering that the epidermis exhibits a calcium gradient with low calcium concentrations in the basal layer, where keratinocytes are undifferentiated, and high concentrations in the more superficial layers of the epidermis where keratinocytes undergo differentiation. Flow cytometry analysis further confirmed the enhanced differentiated state of butyrate-treated HEK, which exhibited larger size, granularity, and greater contents of acidic organelles (such as the lysosomes observed by TEM) as quantified using LysoTracker dye (Fig. 5k). Lipidomics analysis of HEK cultures revealed that HEK supplemented with butyrate produced more NS and NDS ceramides (Fig. 5l). These two ceramide classes are produced by keratinocytes in culture and can be considered an in vitro proxy for EO ceramides which cannot be found in cells grown on monolayer as their production depends on enzymes only expressed in a stratified epidermis. The abundance of EO ceramides is critical for barrier integrity in vivo and this increased NS and NDS production in vitro aligns with the elevated EO ceramide levels detected in the skin of butyrate-exposed mice (Fig. 4j).

### Butyrate reprograms keratinocyte metabolism to induce mitochondria-dependent epidermal differentiation

We next set out to elucidate the mechanisms underlying the pro-differentiating effects of butyrate upon epidermal keratinocytes. SCFA can exert their effects via three main pathways: (i) binding of specific receptors; (ii) acting as HDAC inhibitors; and (iii) altering cellular metabolism. Keratinocytes have been shown to express very low levels of *FFAR2*, *FFAR3*, and *GPR109a*, the main receptors for SCFA, while butyrate has been demonstrated to influence gene expression in keratinocytes by regulating histone acetylation^65^. We thus examined whether HDAC inhibition (HDACi) by SCFA governed the enhanced keratinocyte differentiation observed in our model. We first found that valproate (VPA), another SCFA which like butyrate strongly inhibits class I and IIa HDACs, did not influence expression of genes involved in keratinocyte differentiation (Fig. 6a). Phase-contrast microscopy and flow cytometry analyses confirmed that VPA had no detectible effects upon HEK morphology (Fig. 6b), RNA synthesis (Fig. 6c), size, granularity, and lysosomal contents (Fig. 6d) compared to butyrate. These data suggest that butyrate does not modulate HEK differentiation via an HDACi mechanism. We further assessed the influence of butyrate upon expression of cyclin-dependent kinase inhibitors *CDKN1A* (*p21*^*waf1/cip1*^) and *CDKN1B* (*p27*^*kip1*^), two key target genes whose promoters contain butyrate responsive elements and are known drivers of the HDACi effects of butyrate upon differentiation of colonocytes^66–68^; however, their expression was not augmented in butyrate-treated HEK (Fig. 6e). Overall, these data indicate butyrate does not drive HEK differentiation by eliciting HDACi. We and others have shown that butyrate can shape functionality of CD8^+^ T lymphocytes by altering cellular metabolism^26,33^. Thus, we next examined the metabolic profile of epidermal keratinocytes isolated from control or butyrate-treated mice using a multiple pathway targeted analysis. We found that butyrate supplementation led to profound alterations of the keratinocyte metabolome (Fig. S4A). Pathway topology and enrichment analyses of the 108 differentially expressed metabolites revealed pronounced changes in metabolic pathways linked to mitochondrial fatty acid β-oxidation (FAO) and FA synthesis (Fig. 6f). SCFA, and butyrate in particular, have been shown to influence cellular metabolism by fueling mitochondrial FAO^26,33,69^. We found that HEK express *SLC16A1*, a known butyrate transporter^70^ but not *SLC5A8* (Fig. S4B). To ascertain whether butyrate is metabolized after entering keratinocytes, we treated HEK with ^13^C-labeled butyrate and performed isotopic profiling on cell lysates. ^13^C was incorporated in several intermediates and products of the tricarboxylic acid (TCA) cycle, particularly citrate (Fig. 6g). These data indicate that butyrate enters HEK and is subsequently catabolized to acetyl-CoA by β-oxidation followed, at least partly, by incorporation in the TCA cycle, an event known to occur in colonocytes^69^. Concomitantly, FAO-generated acetyl-CoA can serve as substrate for *de novo* FA synthesis and subsequent elongation into LCFA and very long-chain fatty acids (VLCFA). We found that butyrate increased expression of central enzymes involved in FA biosynthesis (*ACC)* and elongation into LCFA and VLCFA (*ELOVL4*) (Fig. 6h). These in vitro findings are supported by in vivo data showing that naive and HDM allergen-sensitized skin from butyrate-treated animals contained increased LCFA and VLCFA (Fig. S4C). This phenomenon was restricted to the skin as systemic LCFA and VLCFA levels were largely unaltered by butyrate (Fig. S4D). Altogether, these results indicate that butyrate enhances keratinocyte-derived LCFA and VLCFA synthesis both in vitro and in vivo, a key event for subsequent generation of lipid species (e.g., ceramides) required for skin barrier function. We next tested whether butyrate-induced fueling of FAO and TCA cycle led to mitochondrial alterations. Flow cytometry analysis revealed that mitochondria from butyrate-treated HEK displayed increased mass and membrane potential (MMP), as determined by MitoTracker green probe incorporation and bivariate JC-1 dye red to green ratio, respectively (Fig. 6i). This augmented mitochondrial mass confirms TEM micrographs revealing enlarged mitochondrial networks in butyrate-treated HEK (Fig. 5i). These in vitro observations are further supported by in vivo data showing that already at baseline, keratinocytes from butyrate-exposed mice exhibited elevated MMP and that their mitochondrial mass increased with differentiation (Fig. S4E). These changes were further pronounced after allergen exposure (Fig. S4F), supporting the conclusion of an accelerated differentiation program in butyrate-supplemented keratinocytes following allergen-induced skin injury. To determine whether these morphological alterations had an impact on mitochondrial function, we measured oxygen consumption rates in HEK cultures. We found that mitochondria from butyrate-supplemented HEK displayed reduced basal respiration and markedly lowered maximal respiratory capacity (Fig. 6j), which did not translate into increased glycolysis as an alternative energy source (Fig. S4G). These data indicate that butyrate leads to a pronounced mitochondrial respiratory dysfunction and diminished fitness (Fig. S4H). Another important pathway utilized by butyrate to exert its effects on cellular metabolism is by enhancing LCFA intake^33^. Using a fluorescently-labeled synthetic FA we found that butyrate augmented the ability of HEK to incorporate LCFA (Fig. 6k). This finding was further supported by increased surface expression of *SLC27A1* and *SLC27A2* on butyrate-treated HEK, two essential transporters and activators of exogenous LCFA (Fig. 6l). Once acyl-CoA-activated, LCFA can serve as direct substrates for ceramide synthesis or be transported into the mitochondria via carnitine palmitoyltransferase (CPT)-1 to further fuel the FAO pathway. The fact that butyrate-exposed keratinocytes have a greater capacity to produce (Figs. 6h and S4C) as well as uptake LCFA (Fig. 6k, l) indicates that butyrate promotes mitochondrial β-oxidation in HEK not only by acting as a direct FAO substrate, but also indirectly via LCFA metabolism. To test this hypothesis, we directly quantified FAO in HEK. We found that butyrate augmented FAO activities (Fig. 6m), confirming a superior utilization of the FAO pathway in butyrate-exposed keratinocytes. To elucidate whether this enhanced FAO was responsible for increased HEK differentiation following butyrate supplementation, we used etomoxir, a pharmacological inhibitor that blocks β-oxidation. Etomoxir abrogated the effects of butyrate on HEK size, granularity, lysosomal contents, and mitochondrial mass (Fig. 6n). Altogether, these data indicate that butyrate promotes epidermal differentiation primarily by enhancing mitochondrial FAO in keratinocytes.

**Fig. 6:**
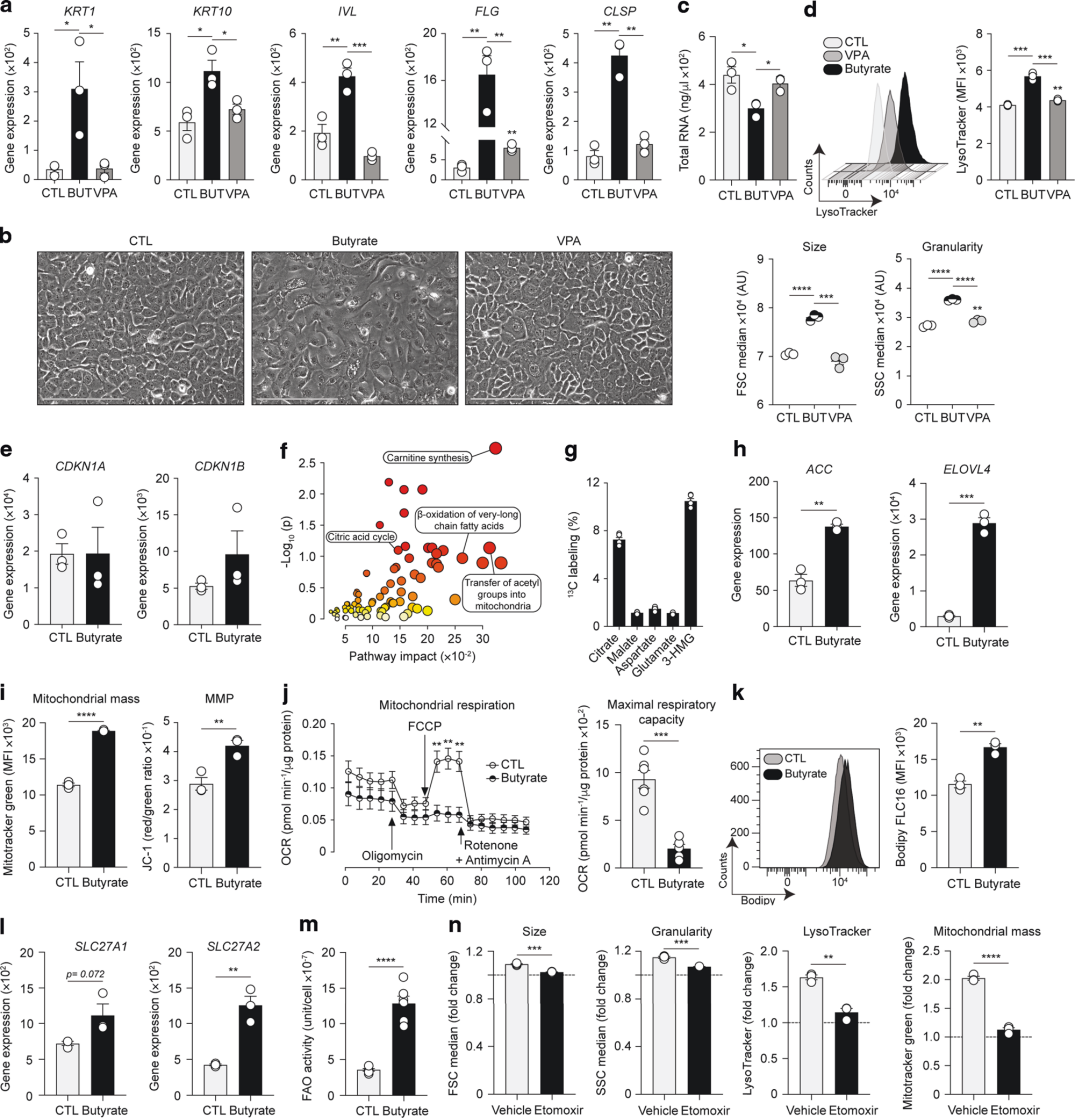
Butyrate reprograms keratinocyte metabolism to induce mitochondria-dependent epidermal differentiation. **a** Expression of skin barrier genes in HEK cultures either vehicle (CTL), 500 μM butyrate (BUT), or 500 μM valproate (VPA)-treated for 48 h, as determined by quantitative RT-PCR. **b** Representative phase-contrast micrographs of HEK cultures. Scale bars, 200 μm. **c** Total RNA quantification from HEK cultures. **d** Median size, granularity, and LysoTracker expression in HEK cultures, as determined by flow cytometry. MFI, mean fluorescence intensity. **e** Gene expression of *CDKN1A* and *CDKN1B* in HEK cultures, as determined by quantitative RT-PCR. **f** Pathway enrichment (based on the small molecule pathway database (SMPD)) and topology analyses of the multiple pathway targeted metabolomics data on FACS-isolated murine CD326^+^ keratinocytes highlighting several robustly altered metabolic pathways, as determined using MetaboAnalyst 5.0 software. **g** ^13^C enrichment in several intermediates and products of the citric acid cycle in HEK supplemented with ^13^C-butyrate for 24 h, as determined by Hydrophilic Interaction Liquid Chromatography coupled to high-resolution mass spectrometry. **h** Expression of malonyl-CoA-generating enzyme *ACC* and fatty acid elongation enzyme *ELOVL4* in HEK cultures, as determined by quantitative RT-PCR. **i** Determination of mitochondrial mass and membrane potential (MMP) of HEK cultures, as assessed by flow cytometry using MitoTracker green and bivariate dye JC-1, respectively. **j** Mitochondrial respiration of CTL or butyrate-treated HEK for 48 h, as determined by oxygen consumption rate (OCR) Seahorse assays. FCCP, trifluoromethoxy carbonylcyanide phenylhydrazone. **k** Measurement of long-chain fatty acids (LCFA) uptake by HEK, as determined by flow cytometry using a synthetic fluorescent LCFA (Bodipy FLC16). **l** Expression of LCFA transporters and activators *SLC27A1* and *SLC27A2* in HEK cultures, as assessed by quantitative RT-PCR. **m** Quantification of fatty acid oxidation (FAO) activities in HEK cultures. **n** Effect of low-dose etomoxir (20 μM) on median size, granularity, lysosome contents, and mitochondrial mass in cultures, as determined by flow cytometry. Results are expressed as fold-change over CTL in the absence (“vehicle”) or presence of etomoxir. For data in **a**, **e**, **h**, and **l**, gene expression was normalized to *β-ACTIN*. Results are representative of data from two to three independent experiments in **a**, at least three independent experiments in **b**, **d**, **h**, **k**, and **l**, three independent experiments in **c**, **i**, **j**, **m**, and **n**, and from one experiment in **f**–**g**. All results are expressed as mean ± SEM (*n* = 3 per group in **a**–**e**, **k, l**, and **n**; *n* = 5 per group in **f**–**g**; *n* = 6 per group in **m**; *n* = 6 for CTL and *n* = 5 for butyrate in **j**). Statistical significance was determined with Student’s *t*-test (unpaired, two-tailed). *P = 0.05, **P = 0.01, ***P = 0.001, and ****P = 0.0001. See also Fig. S4.

## Discussion

Over the past decade, dietary fibre and SCFA have received considerable attention with studies revealing their immunomodulatory capability to either suppress or enhance immune responses depending on the inflammatory context^25,26,33,71^. Comparatively, the impact of SCFA on structural cells remains poorly understood. We report here that dietary fibre and the SCFA, butyrate, reduce the magnitude of disease in a model of allergen-mediated ADLSI primarily by strengthening skin barrier function before, and particularly following allergen exposure. Indeed, our present study shows that butyrate acts on epidermal keratinocytes, altering their metabolism to promote and accelerate their differentiation. This resulted in enhanced skin barrier function, thereby impeding allergen penetration, allergic sensitization, and ultimately disease onset. Although our findings suggest that butyrate primarily functions to improve barrier function in this model, we acknowledge that not all immune cells present in the skin environment were investigated in our studies, and it is possible that butyrate affects immune cells secondary to its effect on keratinocytes. Of note, unlike others, we did not find that butyrate regulates skin inflammation by expanding Treg^29,72^. These discrepancies could be attributable to the fact that our model employs a repeated exposure of protease-active HDM allergens on the dorsal skin whilst these studies used models of ear contact hypersensitivity^73^. Numerous models have been developed to study AD-like disease in mice. Unlike other models that employ ovalbumin (allergen without skin barrier-degrading capacities) or tape-stripping (mechanical skin barrier disruption without allergen exposure), our model is based on protease-active HDM allergens which can naturally lead to both epidermal barrier dysfunction^74^ and subsequent allergen sensitization. It is noteworthy to underline that not only is the human skin continuously exposed to substantial amounts of HDM allergens (up to over a 100 µg per g of household dust, while our model relies only on 15 µg of HDM allergens per exposure)^75,76^, but they can also be detected directly on the skin^77^.

Sanford and colleagues reported that butyrate modulates inflammatory gene expression by inhibiting histone acetylation in primary human keratinocytes^65^. Our work shows that butyrate promotes keratinocyte differentiation, not by exerting HDACi effects, but rather by fueling FAO (directly and indirectly) and altering mitochondrial metabolism and functionality. This disparity could be attributable to the different concentrations used in both models. Sanford et al. used 2 mM butyrate while 0.5 mM was used in our studies. As described by Goncalves et al., similar mechanistic differences were observed in colonocytes where concentrations of butyrate below 1 to 2 mM drive FAO-mediated effects while concentrations above this range were associated with HDACi properties^70^. This dichotomic function can be explained by the oxidative capacity of colonocytes which was reported to be approximately between 1 and 2 mM^74^. Epidermal keratinocytes might possess a similar oxidative capacity to that of colonocytes, explaining why butyrate could mediate HDACi effects at high concentrations (mM range) but rather acts as an energy source fueling the FAO pathway at lower concentrations. Along similar lines, Kolly et al. reported that p21^cip1^ and p27^kip1^, two key target genes driving butyrate-mediated HDACi pro-differentiation effects on colon cells^66–68^, were implicated in the differentiation of murine keratinocytes^75^. The authors demonstrated that increased expression of these genes was triggered by a “confluency switch” and preceded terminal differentiation of keratinocytes. In our in vitro model, HEK were supplemented with butyrate before confluency, a possible explanation why, in our model, butyrate does not require p21^cip1^ and p27^kip1^ to elicit its pro-differentiating effects upon keratinocytes.

A further finding from our study is the ability of butyrate to alter lipid metabolism in epidermal keratinocytes, particularly following allergen-mediated skin injury. We show here that butyrate can promote lipid synthesis and the production of LCFA, VLCFA, cholesterol, and ceramides, all necessary for skin barrier function. This observation is supported by previous research showing that butyryl-CoA, which is obtained by conversion of butyrate via the enzyme butyryl-CoA synthase, is the most effective acyl-CoA compound in stimulating conversion of malonyl-CoA into LCFA^76^. This capacity of butyrate to shape lipid metabolism in epithelial cells could be of particular interest in the context of several lung diseases. Pulmonary surfactant, a critical lipoprotein complex exclusively produced by alveolar epithelial cells, is reduced in disorders such as chronic obstructive pulmonary disease, acute respiratory distress syndrome, and idiopathic pulmonary fibrosis. Our lipidomics analysis indicates that several of its constituents (e.g., cholesterol, phosphatidylcholine (data not shown)) are augmented in butyrate-exposed keratinocytes. Hence, future studies could assess the effect of butyrate supplementation upon pulmonary surfactant synthesis under homeostatic conditions and disease.

Recent studies have suggested SCFA-producing gut bacteria may influence atopic dermatitis and allergic sensitization in infants and young children^41–43^. Song et al. reported that the gut microbiota from children with AD–especially those under 1 year of age–is enriched in a subspecies *of Faecalibacterium prausnitzii*, specifically strain L2-6, a poor SCFA-producer. Fecal samples from children with AD contained lower levels of SCFA, especially butyrate. The authors showed that strain L2-6 replaced other strains such as strain A2-165, a high-butyrate producer, which was found in greater abundance in healthy control infants. The authors further demonstrated that strain L2-6 was the sole subspecies enzymatically equipped to rely on carbohydrates from endogenous mucins as its main nutrient source, rather than carbohydrates from dietary fibre. This finding suggests that the gut microbiome of AD infants has evolved as a consequence of environmental changes, and more specifically, deprivation of dietary fibre. An enrichment in mucus-degrading bacteria in low-fibre diet-exposed individuals results in greater epithelial access to potential barrier-damaging agents such as allergens and pathogens, a concept that has been experimentally supported^77^. Moreover, in light of our data on the cutaneous barrier, as well as work from others in the gut^36,37^, the fact that mucus-eroding bacteria are less efficient at producing SCFA, particularly butyrate, further puts the epithelial barrier at risk in dietary fibre-deprived individuals. Importantly, the findings from Song et al. are not restricted to AD. Indeed, a deficiency in the high-butyrate-producing strain A2-165 has also been implicated in patients with Crohn’s disease, a disorder that also results from epithelial barrier impairment^78,79^.

In summary, we show here that consumption of dietary fibre is pivotal for promoting skin barrier function, thereby restricting allergen ingress and subsequent sensitization and disease. Taken together, our work supports the concept that reduced SCFA levels, characteristic of low-fibre diet and a “westernized lifestyle”, impairs epithelial barrier function, and highlights the gut-skin axis as a central mechanism underpinning protection against allergies and atopic dermatitis.

## Experimental model and subject details

### Experimental animals

Three-week-old BALB/c female mice were purchased from Charles River Laboratories (L’Arbresle, France) and housed under specific pathogen-free conditions. All animal experiments were performed in accordance with institutional guidelines and Swiss federal and cantonal laws on animal protection.

### Rodent diets

Mice were fed a low-fibre diet (Granovit diet 2122) either supplemented with 30% inulin (fibrulin instant, Cosucra) or 30% cellulose (J. Rettenmaier & Söhne, Rosenberg, Germany) for 4 weeks before HDM allergen exposure and throughout the experiment. For SCFA-supplementation experiments, weanling mice were fed a low-fibre diet (Granovit diet 2122) without any additives for 2 weeks before epicutaneous allergen exposure and throughout the experiment. All diets were purchased from Granovit, Kaiseraugst, Switzerland.

### Short-chain fatty acid (SCFA) treatment

Weanling female mice received sodium acetate, propionate, or butyrate (Sigma-Aldrich, St. Louis, MO) in the drinking water at a final concentration of 400 mM for 2 weeks before epicutaneous allergen exposure and throughout the experiment. For baseline skin experiments, mice were fed low-fibre diet and administered butyrate as mentioned above but not exposed to allergen epicutaneously. For such experiments, skin of baseline animals was collected at the end of butyrate treatment.

### Animal model of allergen-induced skin barrier dysfunction and atopic dermatitis-like skin inflammation

ADLSI was induced experimentally by following an established murine model^44^. Briefly, adult (6 to 8 weeks old) female mice were anaesthetized with a mixture of ketamine and xylazine (Dr. E. Graeub AG, Bern, Switzerland). The dorsal skin was shaved and a gauze (Dermaplast, IVF Hartmann AG, Neuhausen, Switzerland) was instilled with 15 μg of house dust mite (HDM) extract from Dermatophagoides pteronyssinus^25,44^ (Stallergenes Greer, Lenoir, NC, part number XPB70D3A25, lot number 348717) diluted in 80 μL saline and thereafter applied onto the shaved skin. The compress was secured using a bioclusive dressing (Systagenix, Gatwick, UK) and further wrapped with an adhesive fabric (Mefix, Mölnlycke Health Care AB, Göteborg, Sweden) to prevent gauze removal and ingestion of HDM allergens. Epicutaneous sensitizations occurred for 1 or 2 consecutive weeks on Mondays and Wednesdays, depending on the experimental setting. Between 2 sensitizations (on Wednesdays), the gauze and dressing were gently removed and a fresh patch was applied onto the dorsal skin. Shaving was performed again if necessary. On the 5th day of sensitization of each week (i.e., Fridays), the gauze and dressing were removed to allow for a 2-day recovery period.

### Primary human epidermal keratinocyte cultures

Primary human epidermal keratinocytes (HEK) (LGC standards, Molsheim, France) were cultured in dermal cell basal medium supplemented with keratinocyte growth kit, penicillin-streptomycin-amphotericin B solution, and phenol red (all from LGC standards) according to manufacturer’s instructions. HEK were seeded at 3000 to 5000 cells per cm^2^ and exposed to vehicle control, butyrate, or valproate when cells reached 50% to 70% confluency. Butyrate was mixed into the culture medium at a concentration of 0 (vehicle control; CTL) or 500 μM final (Butyrate; BUT) for 24 h, 48 h, or 96 h depending on the experimental question. In experiments described in Fig. 6, HEK were also stimulated for 48 h with 500 μM valproate final (VPA) to assess the role of HDAC inhibition (HDACi) by SCFA in eliciting epidermal differentiation in our in vitro model. In experiments outlined in Fig. S5, Ca^++^ (Sigma-Aldrich) was added to the cell culture media at 1.2 mM final concentration to promote calcium-induced keratinocyte differentiation. In experiments described in Fig. 5, cells were exposed to 20 μM etomoxir (Sigma-Aldrich) to block fatty acid oxidation.

## Method details

### Measurement of trans-epidermal water loss

Trans-epidermal water loss (TEWL) was assessed using a TEWAmeter TM 300 (C.K. Electronic Gmbh, Koln, Germany). Measurements were performed on baseline skin or at the end of each week of allergen sensitization (i.e., Fridays), 2 h after the gauze and dressing were removed. The TEWAmeter probe was applied directly onto the area where the gauze was placed in order to directly measure water loss and therefore evaluate skin barrier integrity.

### Assessment of skin disease severity

Dorsal skin exposed to HDM allergen was assessed for the presence or absence of the following criteria: dryness, rash, excoriation, baldness, and lichenification. Each symptom was scored as 1 if present or 0 if absent. The final disease severity score which is shown in the figures represents the sum of these individual scores.

### Histology

Skin tissue from the HDM allergen-exposed area was collected and fixed in 10 mL of 10% buffered formalin for 24 h at 4 °C. The next day, formalin was washed off with PBS and skin tissue was stored at 4 °C in PBS until being paraffin-embedded. Prepared sections (4 μm or 6 μm, respectively) were stained with (i) Hematoxylin and Eosin (H&E) reagents using standardized protocols to visualize and quantify acanthosis, immune cell infiltration, and *stratum corneum* (SC) thickness; or (ii) with 1 μg ml^−1^ anti-mouse loricrin antibody (905104, Biolegend, San Diego, CA) to visualize and quantify loricrin expression by immunohistochemistry (IHC) technique. Sections were analysed using a Leica DM4B microscope equipped with a Leica DMC2900 camera (Leica GmbH, Germany) and Leica Application Suite X (LSX) software version 2.0.0.14332.2. Epidermal and SC thicknesses were quantified using 3 random measurements per picture with an average of 7–8 pictures per sample, while Loricrin expression was quantified using the staining from the whole picture with an average of 4 pictures per sample. Quantification of epidermal thickness, loricrin expression, and SC thickness were performed using ImageJ software (NIH, Bethesda, MD).

### Phase-contrast microscopy

Primary human epidermal keratinocytes (HEK) were analysed by phase-contrast microscopy for assessment of morphological alterations using EVOS^®^ FL cell imaging system (Thermo Fisher Scientific).

### Transmission electron microscopy

Vehicle or butyrate (500 μM)-stimulated primary human epidermal keratinocytes (HEK) were directly fixed in 100 mm cell culture dishes using a 2.5% glutaraldehyde solution (EMS, Hatfield, PA, US) in Phosphate Buffer (PB 0.1 M, pH 7.4) (Sigma-Aldrich, St Louis, MO) during 1 h at room temperature (RT). Cells were then directly post-fixed by a fresh mixture of 1% OsO_4_ (EMS, Hatfield, PA) with 1.5% of C_6_FeK_4_N_6_ (Sigma-Aldrich) in PB buffer during 1 h at RT. The samples were then washed three times in distilled H_2_O and spun down in low melting agarose (2% in H_2_O) (Sigma-Aldrich), allowed to solidify on ice, cut into 1 mm^3^ cubes, and dehydrated in C_3_H_6_O solution (Sigma-Aldrich) at graded concentrations (30–40 min; 50–40 min; 70–40 min; 100% −2 × 1 h). This was followed by infiltration in Epon (Sigma-Aldrich) at graded concentrations (Epon 1/3 C_3_H_6_O −2 h; Epon 3/1 C_3_H_6_O −2 h, Epon 1/1–4 h; Epon 1/1–12 h). Samples were finally polymerized for 48 h at 60 °C in the oven. Ultrathin sections of 50 nm were cut on a Leica Ultracut (Leica Mikrosysteme GmbH, *Vienna*, Austria) and picked up on a copper slot grid 2 × 1 mm (EMS, Hatfield, PA, US) coated with a polystyrene film (Sigma, St Louis, MO, US). Sections were poststained with 2% C_4_H_6_O_6_U (Sigma-Aldrich) in H_2_O for 10 min, rinsed several times with H_2_O followed by Reynolds lead citrate in H_2_O (Sigma-Aldrich) for 10 min, and rinsed several times with H_2_O. Micrographs were taken with a transmission electron microscope Philips CM100 (Thermo Fisher Scientific, Waltham, MA) at an acceleration voltage of 80 kV with a TVIPS TemCam-F416 digital camera (TVIPS GmbH, Gauting, Germany).

### Mitochondrial fatty acid oxidation (FAO)

Mitochondrial FAO activities were quantified in primary human epidermal keratinocytes (HEK) stimulated for 48 h with either vehicle control or 500 μM butyrate using a colorimetric FAO assay kit (AssayGenie, Dublin, Ireland). The assay was performed according to the manufacturer’s instructions and the colorimetric reaction was read at 492 nm on a Synergy H1 microplate reader using Gen5 software version 3.08 (BioTek, Luzern, Switzerland). FAO activities were normalized to cell number as well as to protein content as determined by Pierce^TM^ bicinchoninic acid (BCA) assay (Thermo Fisher Scientific).

### Quantitative polymerase chain reaction (qPCR)

Total RNA was isolated from FACS-purified mouse keratinocytes and human epidermal keratinocytes (HEK) using a TriReagent^®^ (MRC, Cincinnati, OH)/isopropanol phase separation method, followed by Reliaprep^TM^ RNA cleanup and concentration kit (Promega, Madison, WI). Total RNA from murine skin was isolated using Reliaprep^TM^ RNA Tissue Miniprep System (Promega) following the manufacturer’s instructions.

Relative *β-Actin, S100a8*, *Il-33*, *Il-20*, *Il-4Rα*, *Il-1β*, *Cxcl1*, *Areg, Sema3d, Keratin 1 (Krt1), Involucrin (Ivl), Loricrin, Filaggrin (Flg), Lce1m, Clsp, Elovl6, Cers3, Smpd1, β3Galt2*, and *Acc* mRNA expression in murine skin or in FACS-purified mouse keratinocytes was assessed by quantitative RT-PCR using the following primer sets: *S100a8* forward 5′-TTCGTGACAATGCCGTCTGA-3′ and reverse 5′-TTATATTCTGCACAAACTGAGGAC-3′; *Il-33* forward 5′-GCTGCGTCTGTTGACACATT-3′ and reverse 5′-CACCTGGTCTTGCTCTTGGT-3′; *Il-20* forward 5′-GGCTTTGGTCTTGCCTTTGG-3′ and reverse 5′-TCTTCAGCTTGCACACTATCC-3′; *Il-4Ra* forward 5′-TCTGCATCCCGTTGTTTTGC-3′ and reverse 5′-GCACCTGTGCATCCTGAATG-3′; *Il-1b* forward 5′-CCCAAGCAATACCCAAAGAAGAAG-3′ and reverse 5′-TGTCCTGACCACTGTTGTTTCC-3′; *Cxcl1* forward 5′-GCCTATCGCCAATGAGCTG-3′ and reverse 5′-ATTCTTGAGTGTGGCTATGA-3′; *Areg* forward 5′-AGCTGAGGACAATGCAGGGTA-3′ and reverse 5′-AGTGACAACTGGGCATCTGG-3′; *Sema3d* forward 5′-GTGTCCAAGCAAAACCTATGACC-3′ and reverse 5′-TGGGTACACGGACTTATACATCA-3′; *Krt1* forward 5′-TGGGAGATTTTCAGGAGGAGG-3′ and reverse 5′-GCCACACTCTTGGAGATGCTC-3′; *Ivl* forward 5′-CCCTCCTGTGAGTTTGTTTGGT-3′ and reverse 5′-TGTGGAGTTGGTTGCTTTGC-3′; *Loricrin* forward 5′-TCCCTCACTCATCTTCCCTG-3′ and reverse 5′-GGTCTTTCCACAACCCACAG-3′; *Flg* forward 5′-GTCTTCTTCCAAACAAGGTGCAT-3′ and reverse 5′-ACTGCCTGTAGTTGTCCTTCC-3′; *Lce1m* forward 5′-TCAATCCATTACTCGCTGAG-3′ and reverse 5′-GAAGAGGTTGGAGGGCACTT-3′; *Clsp* forward 5′-ACTAAGGAGGAGGTCGCTGA-3′ and reverse 5′-ATCTCCAAGTTCCTCGACGC-3′; *Elovl6* forward 5′-GAAAAGCAGTTCAACGAGAACG-3′ and reverse 5′-AGATGCCGACCACCAAAGATA-3′; *Cers3* forward 5′- TGAAGGTGCCATCCAGTAGC-3′ and reverse 5′-CGTTCCAGGCAGCTTTGTTC-3′; *Smpd1* forward 5′-TGGGACTCCTTTGGATGGG-3′ and reverse 5′-CGGCGCTATGGCACTGAAT-3′; *b3-Galt2* forward 5′-CCCTTACGGGTGTGCTTTCTC-3′ and reverse 5′-TGATAGCTCGGTGTTACTGGA-3′; *Acc* forward 5′-CGCTCACCAACAGTAAGGTGG-3′ and reverse 5′-GCTTGGCAGGGAGTTCCTC-3′; *β-Actin* forward 5′-GATCAAGATCATTGCTCCTCCTGA-3′ and reverse 5′-CAGCTCAGTAACAGTCCGCC-3′.

Relative β*-ACTIN*, *DSG1*, *KRT1*, *KRT10*, *IVL*, *FLG*, *CLSP*, *ACC, ELOVL4, SLC27A1, SLC27A2, HES1, HEY1, HEY2, CDKN1A*, and *CDKN1B* mRNA expression in primary human epidermal keratinocytes (HEK) was assessed by quantitative RT-PCR using the following primer sets:

*DSG1* forward 5′-AACCCAATCGCCAAAATTCACT-3′ and reverse 5′-ACCTCTCGATCAACTATGGATGT-3′; *KRT1* forward 5′-AGAGTGGACCAACTGAAGAGT-3′ and reverse 5′-ATTCTCTGCATTTGTCCGCTT-3′; *KRT10* forward 5′-TTGCTGAACAAAACCGCAAAG-3′ and reverse 5′-GCCAGTTGGGACTGTAGTTCT-3′; *IVL* forward 5′-GACTGTGTAAAGGGACTGCC-3′ and reverse 5′-CATTCCCAGTTGCTCATCTCTC-3′; *FLG* forward 5′-GGGAAGTTATCTTTTCCTGTC-3′ and reverse 5′-GATGTGCTAGCCCTGATGTTG-3′; *CLSP* forward 5′-GGTTGACACGGATGGAAACG-3′ and reverse 5′-ACTCCTGGAAGCTGATTTCGC-3′; *ACC* forward 5′-AGAAGACAAGAAGCAGGCAAAC-3′ and reverse 5′-GTAGACTCACGAGATGAGCCA-3′; *ELOVL4* forward 5′-AAGGACCGAGAACCTTTTCAGA-3′ and reverse 5′-TCCCGCATTATATGATCCCATGA-3′; *SLC27A1* forward 5′-GGGGCAGTGTCTCATCTATGG-3′ and reverse 5′-CCGATGTACTGAACCACCGT-3′; *SLC27A2* forward 5′-TACTCTTGCCTTGCGGACTAA-3′ and reverse 5′-CCGAAGCAGTTCACCGATATAC-3′; *HES1* forward 5′-CCTGTCATCCCCGTCTACAC-3′ and reverse 5′-CACATGGAGTCCGCCGTAA-3′; *HEY1* forward 5′-GTTCGGCTCTAGGTTCCATGT-3′ and reverse 5′-CGTCGGCGCTTCTCAATTATTC-3′; *HEY2* forward 5′-GCCCGCCCTTGTCAGTATC-3′ and reverse 5′-CCAGGGTCGGTAAGGTTTATTG-3′; *CDKN1A* forward 5′-TGTCCGTCAGAACCCATGC-3′ and reverse 5′-AAAGTCGAAGTTCCATCGCTC-3′; *CDKN1B* forward 5′-TAATTGGGGCTCCGGCTAACT-3′ and reverse 5′-TGCAGGTCGCTTCCTTATTCC-3′; *β-ACTIN* forward 5′-CCAACCGCGAGAAGATGA-3′ and reverse 5′-TCCATCACGATGCCAGTG-3′.

Ten microliter PCR reactions were set up containing 2 μL of template cDNA at a concentration of 50 ng ml^−1^, 5 μL SsoAdvanced SYBR Green reaction mix (Bio-Rad, Hercules, CA), 0.25 μL of each primer at a concentration of 20 μM, and 2.5 μL of nuclease-free H_2_O. Quantitative PCR was performed on the CFX96 Touch Real-Time PCR Detection System (Bio-Rad) using the following conditions: one cycle at 95 °C for 2 min and then 40 cycles at 95 °C for 15 s and 60 °C for 30 s, followed by a dissociation stage at 65 °C for 31 s and cycles of 5 s starting at 65 °C, raising 0.5 °C per cycle, to obtain melting curves for specificity analysis. Following amplification, C_q_ values were obtained using the CFX Maestro software 1.1 version 4.1.2433.1219 (Bio-Rad).

### Flow cytometry

Characterization of the main immune cell types, as well as that of epidermal keratinocytes in the murine skin, was performed by flow cytometry. Shaved dorsal skin tissue previously exposed to house dust mite allergen (lesional, ADLSI) or vehicle (baseline) was excised, weighed (for cell counts normalization purposes), and injected intradermally with 1 mL of a mixture of 0.5 mg ml^−1^ liberase TL (Roche, Mannheim, Germany) and 1 mg ml^−1^ DNase I (Roche) in RPMI 1640 medium (Thermo Fisher Scientific, Waltham, Ma) containing 55 μM β-mercaptoethanol (Thermo Fisher Scientific) and 20 mM HEPES (BioConcept AG, Allschwill, Switzerland). Skin tissue was thereafter incubated for 2 h at 37 °C, 5% CO_2_ with gentle agitation. Samples were then minced into small pieces using a razor blade and sequentially filtered through a 100 μm and 70 μm cell strainer using 10 mL of RPMI 1640 supplemented with 5% Fetal Calf Serum (FCS; Thermo Fisher Scientific). Following centrifugation, single-cell suspensions were washed and resuspended in PBS supplemented with 0.2% bovine serum albumin (BSA; Sigma-Aldrich, St Louis, Mo). Total cell numbers were determined using a Coulter Counter (IG Instrumenten-Gesellschaft AG, Basel, Switzerland). Skin immune cells were then stained for flow cytometry using the following antibodies and reagents: Zombie red fixable viability stain-PE-Texas red (423109, 1:2000 dilution in PBS), CD45-Fluorescein isothiocyanate (FITC) (109805, 1:800 dilution), I-A/I-E-Alexa Fluor (AF) 700 (107622, 1:600 dilution), CD64-Brilliant Violet (BV) 605 (139323, 1:400 dilution), CD11c-Allophycocyanin (APC)-Cy7 (117324, 1:600 dilution), CD11b-APC (101202, 1:600 dilution), Ly6c-Pacific Blue (PB) (128014, 1:1000 dilution), F4-80-BV650 (123149, 1:500 dilution), CD24-Phycoerythrin (PE)-Cy7 (101812, 1:800 dilution), CD103-Peridinin Chlorophyll Protein (PerCP)-Cy5.5 (121416, 1:400 dilution), Programmed Death-Ligand 2 (PD-L2)-PE (107205, 1:400 dilution), CD11b-PerCP-Cy5.5 (101228, 1:600 dilution), SiglecF-AF647 (BD Biosciences, 562680, 1:400 dilution), Ly6g-biotin (127604, 1:400 dilution), TCRγδ-biotin (118103, 1:200 dilution), Streptavidin-PE-Cy7 (405206, 1:800 dilution), CCR2-BV650 (BD Biosciences, 747968, 1:400 dilution), CD45-AF700 (109822, 1:400 dilution), CD3-PB (100214, 1:400 dilution), CD8-FITC (126606, 1:400 dilution), TCRβ-APC-Cy7 (109220, 1:200 dilution), CD44-PE (BD Biosciences, 553134, 1:400 dilution), FoxP3-AF647 (126408, 1:200 dilution), Lineage Cocktail-PB (133310, 1:50), CD90.1-FITC (BD Biosciences, 561973, 1:400 dilution), CD90.2-FITC (BD Biosciences, 553003, 1:400 dilution), CD45.2-FITC (109805, 1:800 dilution), ICOS-PerCP-Cy5.5 (313518, 1:200 dilution), CD25-PE-Cy7 (102016, 1:200 dilution), CX3CR1-PE (149005, 1:400 dilution), and CCR2-PE-Cy7 (150611, 1:400 dilution). IL-4, IL-5, and IL-17A intracellular expression in ILCs were assessed after 4 h incubation with Brefeldin A (Biolegend) and subsequent staining in a 0.5% solution of saponin from Quillaja bark (Sigma-Aldrich) and antibodies to IL-4-PE (504104, 1:200 dilution), IL-5-APC (504306, 1:100 dilution), and IL-17A-AF700 (506914, 1:200 dilution). IL-4, IL-5, and IL-17A production in CD4^+^ T cells was assessed after 4 h incubation with a mixture of 1X Brefeldin A (Biolegend), Phorbol Myristate Acetate (PMA; Sigma-Aldrich) (0.1 μM final), and ionomycin (Sigma-Aldrich) (1 μg ml^−1^ final), and subsequent staining in a 0.5% solution of saponin from Quillaja bark (Sigma-Aldrich) and antibodies to IL-4-PE (504104, 1:200 dilution), IL-5-APC (504306, 1:100 dilution), and IL-17A-AF700 (506914, 1:200 dilution).

Murine epidermal interfollicular keratinocytes were stained for flow cytometry or fluorescence-activated cell sorting (FACS) depending on the experimental purpose using the following set of antibodies and fluorescently-labelled probes: CD45-AF700 (109822, 1:400 dilution), CD34-PerCP-Cy5.5 (128607, 1:300 dilution), CD326-PE-Cy7 (eBioscience, 25-5791-80, 1:300 dilution), CD49f-PE (313611, 1:600 dilution), Calcein violet AM (425203, 10 nM in PBS). Mitochondrial alterations in murine keratinocytes were determined using staining with MitoTracker^®^ Green FM dye (Thermo Fisher Scientific; 100 nM final in PBS) for assessment of mitochondrial mass, and MitoTracker^®^ Red CMXRos dye (Thermo Fisher Scientific; 100 nM final in PBS) for assessment of mitochondrial membrane potential.

For the identification of progenitor cells, bone marrow was isolated from the mouse hind legs. To assess frequencies of macrophage-DC progenitors, bone marrow cells were stained with antibodies to Lineage Cocktail-PB (133310, 1:50), CD115-Alexa488 (135512, 1:200 dilution), c-kit-APC (105811, 1:400 dilution), CD11c-APC-Cy7 (117324, 1:600 dilution), and I-A/I-E–AF700 (107622, 1:800).

Flow cytometry-based characterization of primary human epidermal keratinocytes (HEK) was performed employing the following antibodies and probes: Calcein violet AM (425203, 10 nM in PBS), Zombie red fixable viability stain-PE-Texas red (423109, 1:2000 dilution in PBS), MitoTracker^®^ Green FM dye (Thermo Fisher Scientific; 100 nM final in PBS) for assessment of mitochondrial mass, MitoTracker^®^ Red CMXRos dye (Thermo Fisher Scientific; 100 nM final in PBS) and bivariate JC-1 dye (2 μM final; MedChemExpress, Sollentuna, Sweden) for assessment of mitochondrial membrane potential, BODIPY^TM^ FL C_16_-FITC (0.5 μM final; Thermo Fisher Scientific) for assessment of long-chain fatty acid uptake, and LysoTracker^TM^ deep red (50 nM final; Thermo Fisher Scientific) for quantification of acidic organelles such as lysosomes. If not indicated otherwise, antibodies were purchased from Biolegend (San Diego, CA). Fluorescence minus one (FMO) internal staining controls were set up by pooling cells from all the different experimental groups. Cells were acquired on BD Fortessa or LSR-II (BD Biosciences, San Jose, CA). Samples were analyzed using FlowJo 10.7.1 software (Tree Star Inc., Ashland, OR).

### Percutaneous allergen ingress

To assess allergen penetration into the skin of CTL or butyrate-treated mice, 100 μg FITC dextran (10 KDa, Sigma-Aldrich) diluted in saline (40 μL final volume) were topically applied onto the shaved dorsal skin before or after epicutaneous allergen sensitization. Fourteen hours later, skin was collected and the frequencies of FITC-positive cells were determined by flow cytometry using the antibodies listed previously. A negative control was included in each experiment by topically applying saline only to determine the background FITC fluorescence of each population of interest.

### Antigen uptake and processing

To assess antigen uptake and processing capacities of cutaneous antigen-presenting cells, 100 μg FITC-dextran (10 KDa, Sigma-Aldrich) or DQ^TM^-Ovalbumin (Thermo Fisher Scientific) diluted in saline (100 μL final volume) were administered intradermally into the shaved dorsal skin (unexposed or previously exposed to house dust mite allergen). Four hours later, skin was collected and the frequencies of FITC-positive cells were determined by flow cytometry using the antibodies listed previously. A negative control was included in each experiment by injecting saline only to determine the background FITC fluorescence of each population of interest.

### ELISA

Levels of circulating HDM allergen-specific IgE were assessed by ELISA. Briefly, 10 µg ml^−1^ of HDM extract (Stallergenes Greer, NC, USA) was prepared in carbonate buffer (pH 9.6) and coated overnight at 4 °C in NUNC Immuno MaxiSorp plates. After a 2-h blocking step in PBS supplemented with 1% BSA, serum samples were diluted in PBS and incubated overnight at 4 °C. The next day, alkaline phosphatase-conjugated goat anti-mouse IgE (Southern Biotech, AL, USA) was diluted by 1’000 in PBS supplemented with 0.2% BSA and added to the samples for 2 h at room temperature. After addition of 4-Nitrophenyl phosphate disodium salt hexahydrate (Sigma- Aldrich), the colorimetric reaction was read at 405 nm on the Synergy H1 microplate reader (Biotek, Luzern, Switzerland).

### RNA sequencing and data processing

Total RNA from skin was converted into cDNA libraries using the Illumina TruSeq RNA Sample Preparation Kit (Illumina) according to the manufacturer’s instructions. Libraries were submitted to high-throughput sequencing using Illumina HiSeq 2500 system (Genomic Technologies Facility, Lausanne, Switzerland). Sequencing data were processed using the Illumina Pipeline Software 1.82. Raw fastq files were processed using RNASik v1.4.7 with default settings^80^. RNASik wraps alignment, QC metrics, and quantification in the 1 script, giving a gene-annotated counts table for differential expression analysis. Alignment was performed using STAR v2.5.2 against the iGenomes (http://sapac.support.illumina.com/sequencing/sequencing_software/igenome.html). GRCm38 reference with the associated gene-model GTF. FeatureCounts^81^ quantified read counts to annotated genes. The data discussed in this manuscript have been deposited in NCBI’s Gene Expression Omnibus^82^ and are accessible through GEO Series accession number GSE185640 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185640).

### RNA sequencing and gene ontology analysis

Visualization and analysis of differentially expressed genes were performed using Degust v4.1.5 (http://degust.erc.monash.edu/) and R statistical software version 4.1.0. Differentially expressed genes were visualized by volcano plot and heatmap linked to select gene ontology (GO) IDs as reported previously^44^ using R packages EnhancedVolcano version 1.10.0, alluvial version 0.1-2, and gplots version 3.1.1. GO enrichment analysis was performed using GOrilla (Gene Ontology enRIchment anaLysis and visuaLizAtion tool) (http://cbl-gorilla.cs.technion.ac.il). 

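Counts of 22740 genes were listed for these samples. With all 8 mice, 15163 genes passed edgeR's filterByExpr, 14993 had at least 1 CPM in any mouse, 14458 had at least 1 CPM in 2 mice, 13881 had at least 10 counts in every mouse and 16767 had at least 10 counts in all mice together. With each of these filters edgeR's quasi-likelihood test called 0 genes between lesional skin of butyrate-treated and CTL mice over all 8 mice.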

A list of all genes analysed in these samples was used as the background list in GOrilla. Differentially expressed genes were selected based on a false detection rate below 0.1 and a fold-change more than 2.

### Detection of ^13^C butyrate in skin tissue

To determine whether orally administered butyrate reaches the skin, mice were fed a low-fibre diet for 2 weeks, fasted overnight before being gavaged with a bolus of 0.8 mmole of butyrate-1-^13^C (Sigma-Aldrich, mass shift M + 1 isotope). Mice were sacrificed 45 min later; dorsal skin was collected and snap-frozen in liquid nitrogen before being stored at minus 80 °C until sample processing for isotopic profiling by Hydrophilic Interaction Liquid Chromatography coupled to high-resolution mass spectrometry (HILIC–HRMS).

### Metabolism of ^13^C butyrate in vitro

Primary human epidermal keratinocytes (HEK) were seeded in 100 mm cell culture dishes (Corning). When cells reached 60% confluency, HEK were stimulated with 500 μM butyrate-1^−13^C (Sigma-Aldrich, mass shift M + 1 isotope) for 24 h. HEK (roughly 10^6^ cells) were thereafter washed in PBS once and stored at minus 80 °C until processing for isotopic profiling using Hydrophilic Interaction Liquid Chromatography coupled to high-resolution mass spectrometry (HILIC–HRMS).

### ^13^C isotopic profiling (HILIC–HRMS)

Tissue samples (mouse skin) and primary human epidermal keratinocyte (HEK) lysates were pre-extracted and homogenized by the addition of 500 µL and 1000 µL of CH_3_OH:H_2_O (4:1), respectively in the air-cooled Cryolys Precellys Homogenizer (2 × 20 s at 10,000 rpm, Bertin Technologies, Rockville, US). Homogenized extracts were centrifuged for 15 min at 21,000 *g* and 4 °C, and the resulting supernatant was collected and evaporated to dryness in a vacuum concentrator (LabConco, Missouri, US). Dried sample extracts were re-suspended in CH_3_OH:H_2_O (4:1, v/v) before LC-HRMS analysis according to the total protein content (to normalize for sample amount). Sample extracts were analyzed by HILIC–HRMS in negative ionization mode using a 6550 Quadrupole Time-of-Flight (Q-TOF) system interfaced with a 1290 UHPLC system (Agilent Technologies). Raw LC-HRMS files were processed in Profinder B.08.00 software (Agilent Technologies) using the targeted data mining in isotopologue extraction mode. The metabolite identification was based on accurate mass and retention time matching against an *in-house* database containing data on 600 polar metabolite standards (analyzed in the same analytical conditions). The Extracted Ion Chromatogram areas (EICs) of each isotopologue (M + 0, M + 1, M + 2, M + 3,…) were corrected for natural isotope abundance^83^ and the label incorporation of ^13^C enrichment was calculated based on relative isotopologue abundance (in %), in each one of analyzed condition.

### Metabolite extraction and acquisition—multiple pathway targeted analysis

FACSorted murine interfollicular (CD326^+^ CD34^neg^) keratinocytes were pre-extracted and homogenized by the addition of 400 μL of CH_3_OH:H_2_O (4:1, v/v), in the Cryolys Precellys 24 sample Homogenizer (2 × 20 s at 10,000 rpm, Bertin Technologies, Rockville, MD, US) with ceramic beads. The bead beater was air-cooled down at a flow rate of 110 L min^−1^ at 6 bars. Homogenized extracts were centrifuged for 15 min at 4000 *g* at 4 °C (Hermle, Gosheim, Germany). The resulting supernatant was collected and evaporated to dryness in a vacuum concentrator (LabConco, Missouri, US). Dried sample extracts were resuspended in CH_3_OH: H_2_O (4:1, v/v) according to the total protein content for sample normalization. The protein pellets were evaporated and lysed in 20 mM Tris-HCl (pH 7.5), 4 M CH_6_ClN_3_, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton, 2.5 mM Na_4_P_2_O_7_, 1 mM C_3_H_9_O_6_P, 1 mM Na_3_VO_4_, 1 mg ml^−1^ leupeptin using the Cryolys Precellys 24 sample Homogenizer (2 × 20 s at 10,000 rpm, Bertin Technologies, Rockville, MD, US) with ceramic beads. BCA Protein Assay Kit (Thermo Scientific, Massachusetts, US) was used to measure total protein concentration (Hidex, Turku, Finland). Extracted samples were analyzed by HILIC coupled to tandem mass spectrometry (HILIC–MS/MS) in both positive and negative ionization modes using a 6495 triple quadrupole system (QqQ) interfaced with a 1290 UHPLC system (Agilent Technologies). In positive mode, the chromatographic separation was carried out in an Acquity BEH Amide, 1.7 μm, 100 mm × 2.1 mm I.D. column (Waters, Massachusetts, US). The mobile phase was composed of A = 20 mM NH_4_HCO_2_ and 0.1% FA in H_2_O and B = 0.1% FA in ACN. The linear gradient elution from 95% B (0–1.5 min) down to 45% B was applied (1.5–17 min) and these conditions were held for 2 min. Then initial chromatographic conditions were maintained as a post-run during 5 min for column re-equilibration. The flow rate was 400 μl min^−1^, column temperature 25 °C, and sample injection volume 2 μl. ESI source conditions were set as follows: dry gas temperature 290 °C, nebulizer 35 psi and flow 14 L min^−1^, sheath gas temperature 350 °C and flow 12 L min^−1^, nozzle voltage 0 V, and capillary voltage 2000 V. Dynamic Multiple Reaction Monitoring (DMRM) was used as acquisition mode with a total cycle time of 600 ms. Optimized collision energies for each metabolite were applied. In negative mode, a SeQuant ZIC-pHILIC (100 mm, 2.1 mm I.D. and 5 μm particle size, Merck, Damstadt, Germany) column was used. The mobile phase was composed of A = 20 mM NH_4_CH_3_CO_2_ and 20 mM NH_4_OH in H_2_O at pH 9.7 and B = 100% ACN. The linear gradient elution from 90% (0–1.5 min) to 50% B (8–11 min) down to 45% B (12–15 min). Finally, the initial chromatographic conditions were established as a post-run during 9 min for column re-equilibration. The flow rate was 300 μl min^−1^, column temperature 30 °C, and sample injection volume 2 μl. ESI source conditions were set as follows: dry gas temperature 290 °C and flow 14 L min^−1^, sheath gas temperature 350 °C, nebulizer 45 psi, and flow 12 L min^−1^, nozzle voltage 0 V, and capillary voltage −2000 V. Dynamic Multiple Reaction Monitoring (dMRM) was used as acquisition mode with a total cycle time of 600 ms. Optimized collision energies for each metabolite were applied. Pooled QC samples (representative of the entire sample set) were analyzed periodically (every 5 samples) throughout the overall analytical run in order to assess the quality of the data, correct the signal intensity drift (attenuation in most cases, that is inherent to LC-MS technique and MS detector due to sample interaction with the instrument over time) and remove the peaks with poor reproducibility (CV > 30%). In addition, a series of diluted quality controls (QC) were prepared by dilution with CH_3_OH: 100% QC, 50% QC, 25% QC, 12.5% QC, and 6.25% QC. Metabolites were then selected also considering the linear response on the diluted QC series (R2 > 0.65). Raw LC-MS/MS data was processed using the Agilent Quantitative analysis software (version B.07.00, MassHunter Agilent technologies). Relative quantification of metabolites was based on EIC (Extracted Ion Chromatogram) areas for the monitored MRM transitions. The obtained tables (containing peak areas of detected metabolites across all samples) were exported to “R” software (http://cran.r-project.org/) and signal intensity drift correction and noise filtering (if necessary using CV (QC features) >30%) was done within the MRM PROBS software. Heatmap was generated using R package ComplexHeatmap version 2.8.0.

### Lipidomics analyses

Skin samples (40–50 mg) or human primary keratinocytes were homogenized in ice-cold chloroform/methanol (2:1, v/v), spiked with a mixture of deuterated internal standards (4 ng each of CER N(16)S(18)-*d*_*9*_, CER N(16)DS(18)-*d*_*9*_, CER N(16)H(18)-*d*_*9*_, CER N(16)P(18)-*d*_*9*_, CER A(16)S(18)-*d*_*9*_, CER A(16)DS(18)-*d*_*9*_, CER A(16)H(18)-*d*_*9*_, CER A(16)P(18)-*d*_*9*_, CER E(26)O(18:1)S(18)-*d*_*9*_ and CER E(26)O(18:1)P(18)-*d*_*9*_ (Cayman Chemicals, USA) and/or 8 µg of cholesterol-*d*_7_ (Avanti Polar Lipids, USA) and incubated in the dark. Next, ice-cold water was added and the organic layer was collected after centrifugation (5 min, 1500 *g*, 4 °C), evaporated under a N_2_ stream and the lipid residue reconstituted in 500 µL ice-cold chloroform. For the analysis of cholesterol, an aliquot (100 µL) of the lipid extract was collected and mixed with 100 µL of ice-cold isopropanol and kept at −20 °C until analysis by ultra-high performance supercritical fluid chromatography coupled to quadrupole-time-of-flight mass spectrometry with electrospray ionization (UHPSFC/ESI-QTOF-MS^E^). For the analysis of ceramides, the lipid extract (400 µL of skin lipid extract; 500 µL of cell lipid extract) was cleaned up by solid-phase extraction (SPE) using a 100 mg Silica-Si SPE cartridge (Strata SI-1 Silica, Phenomenex, UK). The SPE cartridge was conditioned with 2 mL ice-cold hexane before loading the 400 µL aliquot and then washed with 1.5 mL ice-cold chloroform. Ceramides were eluted with 2 mL ice-cold chloroform/methanol (2:1, v/v) and 2 mL ice-cold chloroform/methanol with 0.1% formic acid (2:1, v/v). The eluate was evaporated under a N_2_ stream, the lipid residue reconstituted in 200 µL methanol with 0.1% formic acid, and kept at −20 °C until analysis by ultrahigh performance liquid chromatography coupled to tandem mass spectrometry with ESI (UPLC/ESI-MS/MS). The analysis of cholesterol was performed by untargeted UHPSFC/ESI-QTOF-MS^E^ (UHPSFC, Acquity UPC^2^, Waters; Synapt G2 High Definition QTOF, Waters, Milford, MA, USA) in the positive ionization mode as detailed previously^84,85^. Chromatographic separation was achieved using an Acquity UPC^2^ Torus 2-PIC column (100 × 3 mm; 1.7 µm i.d.) (Waters, UK), CO_2_, and 30 mM ammonium acetate in methanol/water (99:1, v/v) as an organic modifier. Instrument control was carried out by MassLynx software (Waters, UK) and data processing by MassLynx and Progenesis QI software (NonLinear Dynamics, Newcastle, UK). Relative quantification was performed using deuterated internal standards.

The analysis of ceramides was carried out by UPLC/ESI-MS/MS (UPLC, Acquity, Waters; Xevo TQ-S, Waters, UK) as described previously^86^. Ceramides were separated on a C8 column (Acquity UPLC BEH C8; 100 × 2.1 mm; 1.7 μm; Waters, UK) under gradient elution using water and methanol both containing 0.1% formic acid. Detection was carried out by multiple reaction monitoring assays in the positive ionization mode. For data acquisition and instrument control and for integration and quantification MassLynx software and TargetLynx software (Waters, UK) were used, respectively. Ceramide identification was confirmed through retention times and characteristic fragmentation patterns^87^. Relative quantification was performed using deuterated internal standards. Protein content of the skin and cell samples was performed using a protein assay kit (Bio-Rad, Hemel Hempstead, UK) as described before^88^. Total tissue or cell fatty acids were analysed by gas chromatography coupled to flame ionization (GC-FID) as described before^89^. Briefly, blood or skin tissue samples were defrosted on ice, homogenized, and lipids extracted with chloroform: methanol (4 mL; 2:1, v/v) containing 0.01% (w/v) butylated hydroxytoluene. Fatty acids were converted to fatty acid methyl esters (FAME) via acid-catalyzed transesterification using boron trifluoride in methanol; heneicosanoic acid (21:0) was used as an internal standard. FAME were separated on a BPX70 capillary column (60 m length, 0.25 mm internal diameter, 0.25 μm film) (Phenomenex, UK) on an Agilent 6850 GC system and autosampler (Agilent technologies).

### Mitochondrial respiration and glycolysis assays

Oxygen Consumption Rate (OCR; in pmoles min^−1^) and ExtraCellular Acidification Rate (ECAR; in mpH min^−1^) were measured using a Seahorse XF-96 metabolic extracellular flux analyzer (Agilent). Primary human epidermal keratinocytes (HEK) were seeded onto pre-coated Seahorse XF96 V3-PS cell culture microplates (Agilent) at a density of 10^3^ cells per well and stimulated with vehicle control or 500 μM butyrate 2–3 days later when reaching 50–70% confluency. For Mito Stress Tests aiming at measuring OCR and assessing the mitochondrial respiration of cells, HEK were collected 48 h post-stimulation, washed twice, and incubated in serum-free dermal cell basal medium (LGC standards) supplemented with keratinocyte growth kit (LGC standards) and containing glucose, pyruvate, and glutamine as respiratory substrates. Respiratory chain inhibitors were added as indicated in Fig. 6 at the following concentrations: oligomycin, 2.5 μg ml^−1^; Carbonyl Cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP), 2 μM; rotenone, 1 μM; and antimycin A, 1 μg ml^−1^. Respiration rates were determined every 6 min according to the following protocol: 2 min mixture; 2 min wait; and 2 min measurements. All experiments were performed at 37 °C. The maximal respiratory capacity was calculated as the difference between the respiration after the addition of FCCP and the one after rotenone and antimycin A addition (in OCR). OCR values were normalized by protein content. For Glycolysis Stress Tests aiming at measuring ECAR and evaluating the glycolytic capacity of cells, HEK were collected 48 h post-stimulation, washed twice, and switched to a version of Krebs-Ringer bicarbonate HEPES (KRBH) buffer with low proton buffering capacity that contained 0 mM glucose, 140 mM NaCl, 3.6 mM KCl, 0.5 mM NaH_2_PO_4_, 0.5 mM MgSO_4_, 1.5 mM CaCl_2_, 0,5 mM HEPES, and 0,5 mM NaHCO_3_ (pH 7.4). The perturbation profiling was 10 mM Glucose, 2.5 μg ml^−1^ oligomycin; and 20 mM 2-Dx-Glucose (2-DG), as outlined in Fig. S6. Extracellular acidification rates were also determined every 6 min following the next protocol: 2 min mixture; 2 min wait; and 2 min measurement. All experiments were performed at 37 °C. The glycolytic capacity was calculated as the difference between the basal extracellular acidification rate before glucose addition and the maximal glycolytic rate after sequential addition of glucose and oligomycin (in ECAR). ECAR values were normalized by protein content. All chemical compounds were purchased from Sigma-Aldrich.

## Quantification and statistical analysis

Student’s *t-test* (unpaired, two-tailed) or Mann–Whitney test (in the case of a non-Gaussian distribution of the samples) were used to calculate significance levels between treatment groups. Statistical parameters are reported in each figure legend. n represents the number of biological replicates. All results are expressed as mean ± SEM where SEM represents the Standard Error of the Mean. *NS* = not significant. *P* < 0.05 was considered significant. *P < 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Variances were similar between compared groups in all experiments. No randomization strategy was used before conducting animal experiments. Investigators were not blinded when performing the experiments or analyses. Graph generation and statistical analyses were performed using Prism software version 9.2.0 (GraphPad, La Jolla, CA).

## Supplementary information

Supplementary Figures

# Supplementary material for: Gut-derived short-chain fatty acids modulate skin barrier integrity by promoting keratinocyte metabolism and differentiation
**Source:** Mucosal Immunol. 2022 Jun 7;15(5):908–26. doi: 10.1038/s41385-022-00524-9
**Supplement:** Supplementary file 1 — Supplementary Figures

**Gut-derived short-chain fatty acids modulate skin barrier integrity by promoting keratinocyte metabolism and differentiation**

Aurélien Trompette^1,*^, MSc, Julie Pernot^1^, Olaf Perdijk^2^, PhD, Rayed Ali A. Alqahtani^3^, MSc, Jaime Santo Domingo^4^, PhD, Dolores Camacho-Muñoz^3^, PhD, Nicholas C. Wong^5^, PhD, Alexandra C. Kendall^3^, PhD, Andreas Wiederkehr^4^, PhD, Laurent P. Nicod^6^, MD, Anna Nicolaou^3^, PhD, Christophe von Garnier^1^, MD, Niki D.J. Ubags^1^, PhD, & Benjamin J. Marsland^2^, PhD.

**Figure S1. HFD and butyrate ameliorate ADLSI. Oral butyrate reaches skin. Related to Figure 1.** (**A**) Representative photographs of allergen-induced atopic dermatitis following allergen sensitization (four times 15 μg HDM over two weeks) onto the dorsal skin of control (cellulose; CD) or high-fiber diet (inulin; HFD) fed mice. (**B**) Representative photographs of allergen-induced atopic dermatitis following allergen sensitization (four times 15 μg HDM over two weeks) onto the dorsal skin of control (water control; CTL) or SCFA (butyrate)-orally supplemented mice. (**C**) Detection of ^13^C enrichment in the skin 45 minutes after oral supplementation with butyrate-1-^13^C (detected as mass shift “M+1” isotopologue) as assessed by hydrophilic interaction liquid chromatography coupled to high resolution mass spectrometry (HILIC - HRMS). Results are representative of data generated in three independent experiments in **A and B**, and one experiment in **C**. Results are expressed as mean ± SEM (*n* = 5 in **C**).

**Figure S2. Butyrate does not alter the skin immune environment before allergen exposure, nor after intradermal instillations of HDM allergens. Related to Figure 3.** (**A**) Main dendritic cell (DC) subsets (CD11b^+^ cDC2, Langherans cells (LCs), and Ly6c^neg^ mono-DCs) and their surface expression of Th2 activation marker program death-ligand 2 (PD-L2) in the skin of water control (CTL) or butyrate-treated animals before HDM allergen sensitization, as determined by flow cytometry. MFI, mean fluorescence intensity. (**B**) MHCII^+^ CD64^+^ CCR2^neg^ macrophages (the most prominent skin macrophage population in our model) and their expression of PD-L2 before allergen challenge, as determined by flow cytometry. (**C**) Skin γδT cells and their surface expression of activation marker CD44 in water control (CTL) or butyrate-treated mice before HDM allergen sensitization. (**D**) Total and IL-4-producing innate lymphoid cells (ILCs) in the skin, and their expression of IL-4 before HDM allergen challenges. (**E**) CD4^+^ T lymphocytes in the skin and their surface expression of CD44 in water control (CTL) or butyrate-supplemented animals before HDM allergen sensitizations. (**F**) Foxp3^+^ CD4^+^ T regulatory cells (Tregs) in the skin before HDM allergen challenges. (**G**) Main DC subsets (CD11b^+^ cDC2, LCs, and Ly6c^neg^ mono-DCs) and their surface expression of PD-L2 in the skin of water control (CTL) or butyrate-treated animals after two intradermal HDM allergen administrations (over one week), as determined by flow cytometry. (**H**) MHCII^+^ CD64^+^ CCR2^neg^ macrophages (the most prominent skin macrophage population in our model) and their expression of PD-L2 after two intradermal HDM allergen administrations, as determined by flow cytometry. (**I**) Skin γδT cells and their surface expression of activation marker CD44 after two intradermal HDM allergen administrations, as determined by flow cytometry. (**J**) Total ILCs in the skin and their expression of IL-4 after two intradermal HDM allergen administrations, as determined by flow cytometry. (**K-L**) CD4^+^ T lymphocytes in the skin and their surface expression of CD44 (**K**), as well as frequencies of IL-4-, IL-5, and IL-17A-producing CD4^+^ T cells (**L**) after two intradermal HDM allergen administrations, as determined by flow cytometry. (**M**) Foxp3^+^ CD4^+^ Tregs in the skin after two intradermal HDM allergen administrations, as determined by flow cytometry. Results are representative of data generated from three independent experiments in **A-B**, and from two independent experiments in **C-M**. All results are expressed as mean ± SEM (*n* = 6 per group in **A**, **B**, and **G-M,** and *n* = 5 per group in **C-F**). Statistical significance was determined with Student's *t*-test (unpaired, two-tailed) or a Mann-Whitney test (if samples did not follow a Gaussian distribution) in **A**-**M**.

**Figure S3. Butyrate supplementation potentiates calcium-induced differentiation of primary human keratinocytes *in vitro*. Related to Figure 5.** (**A**) Gene expression of several key markers of keratinocyte differentiation by primary human epidermal keratinocyte (HEK) cultures treated with vehicle (CTL) or butyrate (500 μM) for 48 hr in low (0.06 mM) or high (1.2 mM) Ca^++^ conditions, as determined by quantitative RT-PCR. DSG1, Desmoglein-1; KRT1, Keratin-1; IVL, Involucrin; FLG, Filaggrin. Gene expression was normalized to *β-ACTIN*. Results are representative of data from two to three independent experiments. All results are expressed as mean ± SEM (*n* = 2 per group). Statistical significance was determined with Student's *t*-test (unpaired, two-tailed) or a Mann-Whitney test (if samples did not follow a Gaussian distribution). *NS* = non-significant, **P* = 0.05 and ***P* = 0.01.

**Figure S4. Butyrate alters the metabolome of murine epidermal keratinocytes. Skin from butyrate-treated mice contain elevated levels of long-chain and very long-chain fatty acids. Epidermal keratinocytes from butyrate-treated mice show increased mitochondrial potential and mass. Butyrate impairs glycolytic function and capacity of primary human keratinocytes. Related to Figure 6.** (**A**) Heatmap depicting mean values obtained from a multiple pathway targeted metabolomic analysis of FACS-purified epidermal CD326^+^ keratinocytes from water control (CTL) or butyrate-treated mice after two house dust mite (HDM) allergen sensitizations, as determined by hydrophilic interaction liquid chromatography coupled to tandem mass spectrometry (HILIC - MS/MS). Colors used in the heatmap are not representative of the actual values but are indicative of whether values were lower or higher between the two groups. (**B**) Expression of butyrate transporters *SLC5A8* and *SLC16A1* by HEK cultures treated with vehicle (CTL) or butyrate for 48 hr, as assessed by PCR. (**C**) Levels of saturated long-chain and very long-chain fatty acids in baseline and HDM allergen-sensitized (“ADLSI”) skin of CTL or butyrate-exposed mice, as determined by gas chromatography with flame ionization (GC-FID). (**D**) Systemic levels of saturated long-chain and very long-chain fatty acids in red blood cells of naive (“baseline”) and HDM-sensitized (“ADLSI”) CTL or butyrate-treated mice, as determined by GC-FID. (**E**) Determination of mitochondrial membrane potential (MMP) (ratio of MitoTracker CMXRos expression (MFI, mean fluorescence intensity) to MitoTracker green MFI expression) and mitochondrial mass (MitoTracker green MFI) change during differentiation (CD49f^neg^ Vs. CD49f^+^) in CD326^+^ epidermal keratinocytes from CTL or butyrate-treated mice before HDM allergen sensitization, as determined by flow cytometry. (**F**) Determination of mitochondrial membrane potential (MMP) (ratio of MitoTracker CMXRos MFI expression to MitoTracker green MFI expression) and mitochondrial mass (MitoTracker green MFI) change during differentiation (CD49f^neg^ Vs. CD49f^+^) in CD326^+^ epidermal keratinocytes from CTL or butyrate-treated mice after two HDM allergen sensitizations, as determined by flow cytometry. (**G**) Glycolytic function and capacity of HEK either vehicle (CTL) or butyrate-treated for 48 hr, as determined by Seahorse glycolysis stress test assays. 2-DG = 2-Deoxy-D-Glucose. (**H**) Mitochondrial fitness of HEK either vehicle (CTL) or butyrate-treated for 48 hr, as determined by oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) Seahorse assays. Results are representative of data generated in at least 3 independent experiments in **I**, from one experiment in **A-D**, from two independent experiments in **E**, and from three independent experiments in **F, G** and **H**. All results are expressed as mean ± SEM (*n* = 5 per group in **A, C, D, and F**; *n* = 6 per group in **E**; *n* = 8 per group in **G;** *n* = 13 in control group and *n* = 14 in butyrate group in **H**). Statistical significance was determined with Student's *t*-test (unpaired, two-tailed) or a Mann-Whitney test (if samples did not follow a Gaussian distribution) in **C**-**H**. *NS* = non-significant, **P* = 0.05, ***P* = 0.01, ****P* = 0.001, and *****P* = 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

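Skin of 8 female BALB/c mice was analysed, 2 mice in each of 4 groups, while the design text of the series counts 16 samples. The groups were baseline CTL, baseline butyrate, lesional CTL and lesional butyrate, and lesional skin was skin exposed to HDM. The authors aligned the reads with STAR to GRCm38 through RNASik, counted reads per gene with featureCounts and deposited the counts of protein-coding genes as raw counts without normalization. All values here were computed from these counts. CPM values were calculated from TMM-scaled library sizes. Log2 fold changes are those of the fitted models with a prior count of 0.125, or of 2 as an alternative. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic of the fit of all 8 mice.

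Groups were taken from the sample labels, where the treatment called SCFA was read as butyrate from the labels' treatment protocol and the paper's methods, vehicle as CTL, and atopic dermatitis as lesional skin. The labels give replicate numbers 1 and 2 for baseline CTL, 1 and 3 for baseline butyrate, 4 and 5 for lesional CTL, and 3 and 4 for lesional butyrate. The baseline and lesional mice carry different first numbers in their labels, so that HDM exposure and any difference between these sets of mice are confounded. As a check of the labels, the Y chromosome genes Eif2s3y, Kdm5d and Uty had 0 counts in all 8 mice and Ddx3y had 1 count in 1 mouse.

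Counts of 22740 genes were listed, of which 103 share a symbol with another and were kept apart by identifier. Library totals were between 18004136 and 21085544 counts. Counting error limits genes near 3 counts, which was used as the floor, and folds against a group at or under it are given as lower bounds. Coordinates were taken from GENCODE vM21, which is on GRCm38, the build of the paper, by gene identifier, and 67 of 67 genes looked up were found.

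The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, glmQLFit with robust estimation) on all 8 mice with TMM normalization and filterByExpr (minimum count 10), and 15163 genes were tested. Genes were called at a Benjamini-Hochberg FDR below 0.1 and a fold-change above 2. Contrasts were butyrate against CTL in lesional skin and in baseline skin, lesional against baseline skin in CTL and in butyrate-treated mice, and the difference between the effects of butyrate in lesional and baseline skin. Alternatives were limma-voom (limma 3.58.1), DESeq2 (1.42.0), other normalizations, filters and thresholds, fits of only the compared mice, and fits that each left out 1 mouse. The groups compared share at most 1 replicate number, so the numbers were not used as a block.

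Gene lists were tested with limma's camera on voom weights with a preset correlation of 0.01 and an FDR threshold of 0.05, with fry and an estimated correlation beside it. Of 33 lists, 32 had tested genes, and the remaining list held the Y chromosome genes. The lists were the genes of Fig. 2c-f in 3 groups (immune and itch, barrier, lipid), the genes of Fig. 2b in 4 groups (chemotaxis, immune regulation, keratinization and cornified envelope, long-chain fatty acids), gene families (chemokine ligands, chemokine receptors, late cornified envelope genes, small proline-rich genes, hair keratin-associated proteins, hair and inner root sheath keratins), markers of cell types (suprabasal, basal and injury-induced keratinocytes, neutrophils, macrophages and dendritic cells, T cells, mast cells, sebaceous gland, adipocytes, skeletal muscle, fibroblasts, endothelium, melanocytes, cell cycle) and pathways (fatty acid oxidation, fatty acid and ceramide synthesis, cholesterol synthesis, type 2 cytokines, butyrate receptors with transporters and HDAC targets).

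The design, the lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those said to be added. The rule named every gene that the paper names in mouse skin or labels in Fig. 2a or 2b and that is listed, and, for each contrast, the 5 called genes with the largest increase and the 5 with the largest decrease whose groups did not overlap and whose mean was at least 1 CPM. For Acc the list held Acaca, and Acacb, which the listed primers match, was added afterwards.

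The tests were run on simulated data with 200 genes changed by a log2 fold change of 2 in lesional skin and none in baseline skin. Each simulated gene had the same dispersion in all groups, so the unequal spread of the replicate pairs was not simulated. With the spread of these 8 mice, over 15040 genes, edgeR recovered 73% of the changed genes, limma-voom 69.5% and DESeq2 82%, and in the unchanged comparison they called 0, 0 and 60 genes. With a dispersion of 0.02, over 15030 genes, they recovered 96.5%, 98% and 96%, and in the unchanged comparison they called 1, 4 and 0 genes. The gene ontology enrichment and the quantitative RT-PCR of the paper were not analysed here.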

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

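The comparisons and the tests of the gene lists were set before the data were examined, apart from those said to be added. Of the other tests here, all but that of the melanocyte and cell cycle lists were chosen only after the result was seen.

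One baseline mouse stood apart in genes that the paper does not discuss. Hair and inner root sheath keratins in baseline butyrate replicate 3 had a median level of 9.87 on the log2 scale over the mean of the baseline CTL mice, and hair keratins and keratin-associated proteins took 2.79% of its counts against 0.00633% to 0.0148% in the other 7 mice. Butyrate treatment alone is argued against by the other 3 butyrate-treated mice, of which the highest was at 0.159. The total count of this library, 20544126 (20.5 M), lay within the range of the others, which argues against depth. A few abundant hair genes taking counts from all others are argued against as well, since 3739 of 14185 other genes still lay more than 2-fold apart between the 2 baseline butyrate mice, against 259 between the 2 baseline CTL mice. Dilution of the skin RNA by hair follicle RNA would lower other lists alike. In this mouse the adipocyte list (-0.21) and the suprabasal keratinocyte list (-2.19) differed by 1.98, which argues against dilution as the whole cause. Other lists were lower as well, such as skeletal muscle (-2.02), basal keratinocytes (-1.31) and fibroblasts (-0.77), though not the injury-induced keratinocyte list (0.033). A part played by dilution thus stays open. A candidate explanation that stays open is the hair growth phase of that mouse, since the melanocyte list was at 4.36 and the cell cycle list at 1.23 in this mouse, above the other 3 baseline mice. Of the 5 melanocyte genes, 4 had at least 1 CPM in every baseline CTL mouse, and the most abundant, Dct, singled out after its values were seen, was at 278 CPM in this mouse and at 20.2 and 22.8 CPM in the baseline CTL mice. That hypothesis was not tested on other material, and baseline butyrate skin rests on this mouse and 1 other.

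Between baseline and lesional skin, which the paper does not compare by RNA sequencing, edgeR called 543 genes in CTL mice (360 higher and 183 lower in lesional skin) and 53 genes in butyrate-treated mice (42 higher and 11 lower). These counts depended on mice outside the comparison. In CTL mice the count was 1936 without baseline butyrate replicate 1, 1911 without baseline butyrate replicate 3, 109 without lesional butyrate replicate 3 and 117 without lesional butyrate replicate 4. In butyrate-treated mice it was 5 without baseline CTL replicate 1, 6 without baseline CTL replicate 2, 0 without lesional CTL replicate 4 (1393 genes at an unadjusted p below 0.05) and 5 without lesional CTL replicate 5. Normalization by library size only gave 600 and 83 genes. The smaller count in butyrate-treated mice is not shown to be a smaller response, since the difference between the 2 responses, tested gene by gene, called 0 genes with 703 at an unadjusted p below 0.05. HDM exposure and any difference between the baseline and lesional sets of mice cannot be separated in this design, and HDM exposure itself stays open as an untested explanation.

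In CTL mice, the 5 genes that the naming rule gave as higher in lesional skin were all at or under the floor in baseline skin, so their fitted changes rest on the prior count and give no ranking. Sprr2i was at least 248-fold higher in lesional skin, Defb3 at least 148-fold, Chi3l4 at least 68.2-fold, Sprr2j-ps at least 46.2-fold and Gm5483 at least 39.6-fold. For Chi3l4 the limit was 114-fold without lesional CTL replicate 5 and 22.4-fold without lesional CTL replicate 4. With a prior count of 2 the fitted log2 fold changes of the 5 genes lay between 6.05 and 8.04, while S100a8, which was above the floor in baseline skin, had 8.72 in the fit as designed. Gm5416, which the rule gave in butyrate-treated mice and which was singled out here after its values were seen, was at least 416-fold higher in CTL mice, above the limits of these 5 genes. As lower in CTL mice the rule gave Mt4 (log2 fold change -5.39), Lce1m (-4.60), Serpina12 (-4.52), Nnat (-4.40) and Scgb1a1, which was at least 14.7-fold lower.

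In butyrate-treated mice the rule gave as higher Gm5416 (at least 90.4-fold), Sprr2i (at least 63.1-fold), Sprr2a3 (7.65), Sprr2e (7.29) and Sprr2d (7.19), and as lower Nnat (-6.08), Npr3 (-3.22), Sebox (-2.81), Pvrl3 (-2.31) and Per1 (-1.97). Single baseline mice moved the Sprr2 genes. Sprr2e was at 6.22 without baseline butyrate replicate 3 and at 12.2 without baseline butyrate replicate 1, where the remaining mouse held 0 counts and the value rests on the prior count. Without the same mice Sprr2d was at 6.31 and 9.24 (3 counts in the remaining mouse) and Sprr2a3 at 6.93 and 8.99. The Sprr2 genes are also near-identical copies, so the single values are uncertain. Limma-voom did not call Sprr2e, Sprr2d, Nnat or Pvrl3 in butyrate-treated mice or Serpina12 in CTL mice, and with at least 10 counts in every mouse Pvrl3 and Per1 were not called.

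For 16 of 32 gene lists the effect of butyrate differed between lesional and baseline skin by camera on the difference itself, such as the chemotaxis genes of Fig. 2b with a median difference of -2.45 and the suprabasal keratinocyte list with 1.97. By fry and with an estimated correlation 0 lists passed, where 18 had an unadjusted p below 0.05 by camera. Of the 16 lists, 1 changed direction when a mouse was left out, the cell cycle list (-0.78, and 0.04 without baseline butyrate replicate 3). The baseline effect in this difference includes baseline butyrate replicate 3. Relative to baseline CTL, the suprabasal list was at -2.19 in this mouse against -0.03 in baseline butyrate replicate 1, the immune and itch genes at -1.40 against -0.08, the immune regulation genes of Fig. 2b at -1.25 against 0.21, the chemotaxis genes at -0.67 against 0.21 and the neutrophil list at -0.80 against 0.56. Without replicate 3 the median difference was 1.26 for the suprabasal list, -2.64 for the immune and itch genes (-2.23 with all 8 mice), -1.90 for the immune regulation genes (-1.36), -2.79 for the chemotaxis genes and -2.51 for the neutrophil list (-1.99). Without baseline butyrate replicate 1 it was 3.86, -0.33, -0.29, -1.90 and -0.98 in the same order. Replicate 3 thus made the difference of the suprabasal list larger and those of the 4 immune lists smaller. The hair growth phase of that mouse (4.36 for the melanocyte list) may contribute, and no value here separates it from another cause in that mouse.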

How the results depend on the processing

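The alternatives with 6 or 7 mice, those with edgeR's likelihood ratio test or sample weights, the DESeq2 fits with the 4 lesional mice or without a filter, the fits without 1 mouse outside the comparison and those of the differences of lists were added after the data and the count of the paper had been seen.

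The count of genes changed by butyrate in lesional skin was 0 over all 8 mice under RLE size factors, library size only, no filter, at least 10 counts in every mouse, an FDR below 0.05 and no minimum fold-change, beside 734 genes at an unadjusted p below 0.05 in the fit as designed. It was 1 with limma-voom (also at 10 counts in any mouse), 124 with DESeq2, and with only the 4 lesional mice 25 with edgeR and 14 with limma-voom. Added fits by DESeq2 gave 369 with the 4 lesional mice, 132 without a filter, 367 without a filter and with the 4 lesional mice, and 147 without a filter and with an intercept. Across the fits that each left out 1 mouse, the count ran from 0 to 569.

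In added fits over 4 sets of mice, 7 filters and 4 tests, all 8 mice gave 0 with edgeR's quasi-likelihood test, 0 or 1 with limma-voom, 69, 109, 116, 117 or 118 with sample weights and 55, 90, 91, 121 or 123 with the likelihood ratio test. Without baseline butyrate replicate 3 (7 mice) the values were 106, 185, 187, 188, 189 or 195 (quasi-likelihood), 136, 211, 213, 216, 217 or 225 (limma-voom), 67, 84, 86, 99, 100 or 104 (sample weights) and 350, 476, 496, 514, 533, 540 or 569 (likelihood ratio), and without baseline butyrate replicate 1 they were 191 (quasi-likelihood) and 189 (limma-voom). Without both baseline butyrate mice (6 mice) the values were 111, 185, 188 or 196 (quasi-likelihood), 141, 210, 211 or 224 (limma-voom), 67, 84, 86, 99 or 104 (sample weights) and 355, 475, 490, 511, 537 or 566 (likelihood ratio). With the 4 lesional mice they were 22, 24 or 25, then 13, 14, 16 or 17, then 7, 9, 11 or 12, and 413, 455, 474, 489, 491, 517 or 531, in the same order. The set of mice, the filter and the test each moved the count, and the test moved it in every set of mice. Which of these counts is right was not tested. In simulated data, an unchanged comparison gave 60, 0 and 0 wrong calls by DESeq2, edgeR and limma-voom with the spread of these 8 mice. With a dispersion of 0.02 it gave 0, 1 and 4. Each simulated gene had the same dispersion in all groups, unlike the replicate pairs here, so these rates cannot decide which count is right.

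The calls shared genes across settings. Of the 187 genes called without baseline butyrate replicate 3 and the 191 without baseline butyrate replicate 1, 186 were the same genes, and of the 25 genes called in the 4 lesional mice 24 were called in each of these fits.

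In baseline skin the count changed by butyrate was 0 (529 at an unadjusted p below 0.05) and 58 with DESeq2, and it was 0 in all fits that left out 1 lesional mouse, with 254 to 317 genes at an unadjusted p below 0.05. Between baseline and lesional skin it moved in CTL mice from 543 to 334 with at least 10 counts in every mouse, 1093 with DESeq2 and 245 at an FDR below 0.05, and from 109 to 1936 across fits without 1 mouse. In butyrate-treated mice it moved from 53 to 83 with library size only, 8 with at least 10 counts in every mouse, 698 with DESeq2 and 17 at an FDR below 0.05, and from 0 to 6 across fits without 1 mouse. The difference of the effects gave 0 genes (703 at an unadjusted p below 0.05) and 37 with DESeq2. Apart from fewer genes tested or a stricter threshold, the cause was not tested. With library size only in place of TMM factors, the median log2 fold change of all genes moved by 0.13 in CTL mice, from -0.0154 to 0.11, and by less than 0.1 in the other 4 comparisons.

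The difference of the butyrate effects between lesional and baseline skin kept its direction in 19 of 32 lists when each of the 8 mice was left out in turn. Of the 256 values, 196 stayed within the spread between replicates, 34 moved beyond it and 26 changed direction, in 13 lists. With only baseline butyrate replicate 3 changing the direction when left out, these were hair and inner root sheath keratins (-10.1 with all 8 mice, -11.1 to 0.62 across the left-out fits), hair keratin-associated proteins (-9.42, -11.8 to 1.54), melanocytes (-3.81, -4.74 to 0.0802) and the cell cycle list (-0.78, -1.36 to 0.0412). With baseline butyrate replicate 1 giving the upper end, they were chemokine ligands (-0.17, -0.54 to 0.76), chemokine receptors (-0.72, -1.22 to 0.60), macrophages and dendritic cells (-0.24, -0.92 to 1.18) and T cells (-0.32, -0.82 to 0.35). The others were adipocytes (0.18, -0.13 to 0.44), skeletal muscle (0.36, -0.32 to 1.93), fibroblasts (0.0477, -0.51 to 0.57), endothelium (0.18, -0.24 to 0.78) and butyrate receptors with transporters and HDAC targets (0.0284, -0.18 to 0.24).

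Of 32 gene lists, 18 passed by camera in lesional skin, 4 by fry and 3 with an estimated correlation. Across fits without 1 baseline mouse, from 18 to 19 passed by camera. The lists passing by fry were the neutrophil list and the chemotaxis, immune regulation, and immune and itch genes. Of these, the immune regulation genes did not pass with an estimated correlation. All but the neutrophil list were chosen by the paper and are not independent evidence. With only the 4 lesional mice the median of the hair and inner root sheath keratins was 0.27 against -0.23, and the cause was not tested.

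Of the 46 genes of the paper, 1 changed direction in lesional skin under a setting, Cers3, between -0.14 and 0.60 across fits without 1 mouse. In baseline skin the settings were run for the 17 of these genes that the paper's text names, and 7 of the 17 changed direction, Il1b (-1.41 to 0.38), Cxcl1 (-1.96 to 0.35), Areg (-0.34 to 1.73), Sema3d (-1.17 to 0.25), Elovl6 (-0.98 to 0.0665), B3galt2 (-1.0 to 0.26) and Acaca (-0.63 to 0.45). Of the medians of gene lists in lesional skin, 11 changed direction across fits without 1 lesional mouse. They were long-chain fatty acids (-0.40 to 0.0413), chemokine ligands (-0.31 to 0.0023), hair and inner root sheath keratins (-0.38 to 0.68) and basal keratinocytes (-0.15 to 0.0296). Skeletal muscle (-0.71 to 0.21), fibroblasts (-0.80 to 0.29), endothelium (-0.67 to 0.0292) and melanocytes (-0.35 to 0.22) were also among them. The others were cell cycle (-0.20 to 0.10), fatty acid oxidation (-0.040 to 0.10) and butyrate receptors (-0.16 to 0.0765). In 812 comparisons of the 46 genes in lesional skin, 685 kept direction and side of the threshold, 101 passed it newly, 25 moved in value and 1 reversed.

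No paired analysis was possible because the lesional groups share only replicate number 4 and the baseline groups only number 1. Leaving out a mouse of a compared group leaves 1 mouse in it, so only values are given for those fits. With about 0.160 CPM at the floor of 3 counts, values such as that of Il20 in lesional butyrate skin are limited by depth.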

Differences from the paper's values

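The fits added here were all run with the paper's count in view.

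The paper's reported number of differentially expressed genes in lesional skin is 195, and the number here was 0 over all 8 mice by edgeR's quasi-likelihood test, with 734 genes at an unadjusted p below 0.05. Of 11 alternatives set before the data were examined, 0 came within 1.5 times the paper's 195. They gave 0 genes with other normalizations, filters or thresholds, 1 with limma-voom over all 8 mice, 25 and 14 with only the 4 lesional mice by edgeR and limma-voom, and 124 with DESeq2.

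Of 116 settings added and chosen after seeing the values, 30 came within 1.5 times the paper's 195. Chosen after seeing the values, edgeR's quasi-likelihood test on the 7 mice without baseline butyrate replicate 3, with at least 10 counts in all mice together, called 195 genes, 57 of them higher. Also chosen after seeing the values were the same test on those 7 mice with the other filters (185, 187, 188 and 189, and 106 with at least 10 counts in every mouse, which is outside), limma-voom on those 7 mice (136, 211, 213, 216, 217 and 225) and fits without baseline butyrate replicate 1 (191 by edgeR and 189 by limma-voom). The 6 mice without both baseline butyrate mice, likewise chosen after seeing the values, gave 185, 188 and 196 by edgeR and 141, 210, 211 and 224 by limma-voom. DESeq2 without a filter gave 132, and 147 with an intercept, both chosen after seeing the values. Among so many settings some fall near any given number, and the paper's text does not name which mice or filter it used. The total of variables that Fig. 2a prints is the same number as the 14993 genes with at least 1 CPM in any of all 8 mice, and that filter gave 14656 genes over the 7 mice, 14607 over the 6 and 14458 over the 4 lesional mice. With this filter over all 8 mice, likewise chosen after seeing the values, edgeR's quasi-likelihood test called 0 genes (700 at an unadjusted p below 0.05), limma-voom 1, edgeR's likelihood ratio test 91 and limma-voom with sample weights 109, so none of these 4 fits came within 1.5 times the paper's 195. In the fits over 4 sets of mice, 7 filters and 4 tests, those that did were of the 7 or the 6 mice, and the filter over 8 mice was not combined with a fit of fewer mice here.

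Of the paper's 46 genes listed here, 0 were called over all 8 mice by edgeR, with 35 at an unadjusted p below 0.05. Of settings from before, DESeq2 called 21 of them, edgeR with the 4 lesional mice 8, limma-voom with the 4 lesional mice 6 and limma-voom over all 8 mice 1. Of settings chosen after seeing the values, DESeq2 with the 4 lesional mice called 39, with and without a filter, and DESeq2 over all 8 mice without a filter called 21, or 22 with an intercept. The fits without 1 of the 2 baseline butyrate mice, also chosen after seeing the values, called 32 by edgeR, and 36 (without replicate 1) or 37 (without replicate 3) by limma-voom. The other added fits, chosen after seeing the values, called between 7 and 24 of the 46 genes over all 8 mice by edgeR's likelihood ratio test or limma-voom with sample weights. Over 7 or 6 mice the added fits, again chosen after seeing the values, called between 12 and 42 of them, and over the 4 lesional mice between 6 and 42. All 46 genes changed in the direction that the paper shows. For Cers3, which the paper describes as elevated by quantitative RT-PCR, the log2 fold change was 0.28 with overlapping groups.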

Other observations

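The comparisons and the tests of the fixed gene lists were set before the data were examined, apart from those said to be added. Set before as well were the test of the splits of the 4 lesional mice and that of the suprabasal genes against their baseline level. All other tests in this part were chosen only after the result was seen.

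With edgeR's quasi-likelihood test, more genes were called for butyrate in lesional skin where a baseline butyrate mouse was left out of the fit. The lowest count with either of these 2 mice left out was 187, while with either baseline CTL mouse left out it was 0. A candidate explanation is that the difference between the 2 baseline butyrate mice raised the spread shared by all genes. A group with 1 mouse left is fitted by that mouse alone, so it adds nothing to the shared spread. The median chi-square between replicates was 30.5 in baseline butyrate skin. It was 1.68 in lesional CTL, 5.43 in lesional butyrate and 1.94 in baseline CTL skin. These values go with the explanation. The counts are the pattern itself and do not test the explanation, so it stays a hypothesis found on these data. Library size only and RLE size factors both gave 0 calls with all 8 mice. They moved the median log2 fold change of all genes in this comparison by only -0.00852 and -0.00432. With so small a shift, these counts cannot decide on normalization across baseline and lesional libraries. The other filters gave 0 calls with edgeR's quasi-likelihood test over all 8 mice (734 genes had an unadjusted p below 0.05 in the fit as designed). These fits do not show the rise, so they cannot decide on low counts. Without baseline butyrate replicate 3 every filter gave calls, but their number moved with the filter. Low counts may thus have a part. In the 4 lesional mice alone, 1 of the 3 splits into 2 groups of 2 gave as many calls as the real split. This was the real split itself with 25 genes against 0 and 0. At an unadjusted p below 0.05 by edgeR's quasi-likelihood test there were 1902 genes in the real split and 580 and 51 in the others. With 3 splits the share is never below 0.333, so chance and treatment cannot be told apart by this test.

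Inflammatory genes were lower in lesional skin of butyrate-treated mice. Normalization is argued against as the whole cause, since the suprabasal keratinocyte list and the 7 immune and itch genes moved apart by 3.31 on the log2 scale, which 1 factor per library cannot alter. More underlying muscle or fat is argued against by the suprabasal list, which rose by a median of 1.20 in the same mice. A candidate explanation that stays open is fewer neutrophils, since 12 of 12 neutrophil markers that the paper does not name were lower, with a median of -2.27, against -0.17 for the macrophage and dendritic cell list and -0.52 for T cells. A smaller response to HDM as a whole also stays open. Genes raised by HDM in 1 lesional CTL mouse were compared between the butyrate-treated mice and the other lesional CTL mouse, so that no CTL library entered both sides. Of 917 genes raised in replicate 4, 77.8% were lower with butyrate (median -0.391), and of 813 raised in replicate 5, 90.0% were lower (median -0.776). Of the genes that fell with HDM, 55.5% of 1114 and 71.8% of 767 were higher. Of the genes that did neither, 50.0% and 50.3% were lower. Both comparisons rest on 1 CTL mouse each, and the baseline CTL mice were shared by both. Of the 14 neutrophil genes, 9 had at least 1 CPM in every baseline CTL mouse, and 5 are also in another list.

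Some of the barrier genes may be part of the same smaller response. The suprabasal list fell with HDM in CTL mice by a median of -1.20, with 10 of 12 genes lower, and in butyrate-treated lesional skin it stood at -0.202 relative to baseline CTL skin, with 5 of 12 genes above the baseline level. Gene by gene the other groups went both ways. Of the genes that fell with HDM in CTL mice, 1 of 3 barrier genes of Fig. 2e (Krt1, Ivl, Lor and Lce1m looked at), 5 of 12 Lce1 genes and 3 of 4 lipid genes of Fig. 2f stood above their baseline CTL level in butyrate-treated lesional skin, and the rest lay between the 2 levels. In both lesional butyrate mice, 0, 4 and 2 of these genes, in the same order, stood above both baseline CTL mice. These counts do not tell whether a smaller response alone accounts for these groups. HDM exposure is confounded with the set of mice, so this stays a hypothesis.

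The late cornified envelope genes did not move together in lesional skin. All 14 Lce1 genes were higher with butyrate (median 1.05, from 0.53 to 2.42) and all 6 Lce3 genes lower (median -1.61), also with library size only. Between baseline and lesional CTL skin the Lce3 genes rose by a median of 5.80, while 12 of the 14 Lce1 genes fell, with a median of -0.94 over the 14. The 2 families differed by 2.66 with butyrate, which argues against reads shared between paralogs across the families as the cause. Within each family single members stay uncertain. A biological cause was not tested.

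Of the other lists in lesional skin, the injury-induced keratinocyte list was lower in 11 of 11 genes (median -1.37) and the chemokine receptors in 13 of 16 (-0.71), and the suprabasal list was higher in 12 of 12 genes (1.20). The sebaceous gland list was higher in 9 of 10 genes (0.22), fatty acid and ceramide synthesis in 19 of 26 (0.34, and 0.13 without lesional butyrate replicate 3) and cholesterol synthesis in 14 of 16 (0.17). Without 1 lesional mouse, the median of cholesterol synthesis was 0.31 (CTL replicate 4), 0.0822 (CTL replicate 5), 0.0426 (butyrate replicate 3) and 0.38 (butyrate replicate 4). The median of the chemokine ligands was -0.12, and it was -0.31 without lesional CTL replicate 4, 0.0023 without lesional CTL replicate 5, -0.19 without lesional butyrate replicate 3 and -0.28 without lesional butyrate replicate 4. These 7 lists passed by camera and did not hold by fry or with an estimated correlation, and the same held for the keratinization list of Fig. 2b (-1.61). The paper studies fatty acid oxidation in cultured human keratinocytes and, through metabolites, in keratinocytes isolated from mice. Whole mouse skin is another material. The fatty acid oxidation list had a median of 0.0441 and did not pass, with values from -0.04 without lesional butyrate replicate 4 to 0.10 without lesional butyrate replicate 3.

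The medians of the remaining lists did not pass and moved with single lesional mice. Skeletal muscle (-0.18) was at -0.71 without butyrate replicate 4 and 0.21 without butyrate replicate 3, fibroblasts (-0.16) at -0.80 and 0.29, and endothelium (-0.38) at -0.67 and 0.0292 without the same mice. Hair and inner root sheath keratins (-0.23) were at -0.38 without CTL replicate 4 and 0.68 without CTL replicate 5, melanocytes (-0.0146) at 0.22 and -0.35, and the cell cycle list (-0.0822) at 0.0963 and -0.20 without the same mice. Basal keratinocytes (-0.0162) were at -0.15 without butyrate replicate 4 and 0.0296 without CTL replicate 5, adipocytes (0.22) at 0.0104 without butyrate replicate 4 and 0.15 without CTL replicate 4, and butyrate receptors with transporters and HDAC targets (-0.0339) at -0.16 without butyrate replicate 3 and 0.0765 without butyrate replicate 4. The 3 tested hair keratin-associated proteins had a median of 0.

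In baseline skin, which the paper does not compare by RNA sequencing, 0 genes were called between butyrate-treated and CTL mice, with 529 at an unadjusted p below 0.05 and a smallest FDR of 0.714 by edgeR's quasi-likelihood test. Of the 46 genes of the paper, 20 had the direction that the paper shows in lesional skin and 6 of these had groups that did not overlap, where chance gives 33.3% of genes in either direction. The log2 fold change of Il33 was -0.71, that of Il4ra -0.89, that of Il20 -2.24 and that of S100a8 1.55, and Krt1 (-1.0), Lor (-0.99), Lce1m (-0.78) and Ivl (0.75) also differed between the means. Without baseline butyrate replicate 3, Krt1 was at -0.17, Lor at -0.28, Lce1m at -0.072, Il33 at -0.0921, Il4ra at -0.50, Il20 at -1.18, S100a8 at 0.71 and Ivl at 0.0334. The opposite ends across the 4 fits without 1 baseline mouse were -3.16 for Krt1, -2.48 for Lor and -2.21 for Lce1m. They were -1.80 for Il33, -1.42 for Il4ra, -7.83 for Il20, 2.07 for S100a8 and 1.22 for Ivl. By quantitative RT-PCR, the paper reports several barrier genes as elevated with butyrate in keratinocytes sorted before allergen exposure. It also reports better barrier integrity by TEWL and unaltered loricrin in naive skin. Whole skin is another material, and baseline butyrate replicate 3 stood apart, so the values here do not test those results. By camera 10 of 32 lists passed, and 0 by fry or with an estimated correlation, where 12 had an unadjusted p below 0.05 by camera.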
